# FoxA and LIPG endothelial lipase control the uptake of extracellular lipids for breast cancer growth

**DOI:** 10.1038/ncomms11199

**Published:** 2016-04-05

**Authors:** Felipe Slebe, Federico Rojo, Maria Vinaixa, Mar García-Rocha, Giorgia Testoni, Marc Guiu, Evarist Planet, Sara Samino, Enrique J. Arenas, Antoni Beltran, Ana Rovira, Ana Lluch, Xavier Salvatella, Oscar Yanes, Joan Albanell, Joan J. Guinovart, Roger R. Gomis

## Abstract

The mechanisms that allow breast cancer (BCa) cells to metabolically sustain rapid growth are poorly understood. Here we report that BCa cells are dependent on a mechanism to supply precursors for intracellular lipid production derived from extracellular sources and that the endothelial lipase (LIPG) fulfils this function. LIPG expression allows the import of lipid precursors, thereby contributing to BCa proliferation. LIPG stands out as an essential component of the lipid metabolic adaptations that BCa cells, and not normal tissue, must undergo to support high proliferation rates. LIPG is ubiquitously and highly expressed under the control of FoxA1 or FoxA2 in all BCa subtypes. The downregulation of either LIPG or FoxA in transformed cells results in decreased proliferation and impaired synthesis of intracellular lipids.

## Abstract (web summary)

Deregulation of lipid metabolism in cancer cells is critical to the maintenance of certain malignant features. Here, the authors show that the proliferation of breast cancer cells depends upon the extracellular activity of the endothelial lipase enzyme LIPG whose expression is regulated by the FoxA family of transcription factors.

Cancer cells undergo metabolic reprogramming in order to produce biosynthetic precursors, such as ATP, lipids, nucleotides and amino acids, which are required to sustain the energy and substrate demands for rapid growth and proliferation^1^,^2^. Among the various metabolic deregulations in cancer, lipid metabolism emerges as a critical pathway for the maintenance of cell survival, growth and migration^3^. Thus research devoted to understanding the mechanisms of lipid metabolism adaptation in breast cancer (BCa) is highly relevant if we are to devise novel strategies to improve the control of this disease.

The FoxA protein sub-family belongs to the forkhead box (Fox) transcription factor family and comprises FoxA1, FoxA2 and FoxA3. FoxA transcription factors are critical regulators of tissue development, tissue function and metabolism^4^. In the mammary gland, FoxA1 contributes to the differentiation of luminal epithelial cells and co-regulates the hormonal response to estrogen and androgen^5^,^6^,^7^,^8^,^9^. In liver and pancreas, FoxA transcription factors are key controllers of metabolism^8^,^9^. Given the role of FoxA1 in differentiation of luminal epithelial cells and its transcriptional control of metabolic genes and pathways, we study the potential function of FoxA family of transcription factors in BCa metabolism.

Here we reveal that FoxA1 and the transcription factors family regulate the expression of the endothelial lipase enzyme (LIPG), a member of the lipoprotein lipase family. LIPG supports BCa cell lipid addiction and loss of its activity impairs tumour growth.

## Results

### FoxA1 and FoxA2 in BCa growth

The importance of FoxA1 in BCa cells differentiation and its contribution to controlling the expression of metabolic genes in several other tissues makes this transcription factor a highly attractive target to explain the metabolic alterations reported in BCa. For these reason, we decided to ascertain the metabolic processes controlled by FoxA1 in BCa. We first confirmed the association between high FoxA1 expression (mRNA and protein) and luminal subtype (Fig. 1a). To this end, we used two cohorts of primary breast tumours with annotated clinical features and follow-up. The MSKCC/EMC BCa data set is based on gene expression profiles from an original series of 560 cases^10^, whereas the Spanish BCa data set (*n*=439) is a tissue microarray of formalin-fixed paraffin-embedded stage I–III breast tumour specimens^11^ (details provided in Methods Section). High *FoxA1* gene expression significantly correlated with high expression of well-established luminal markers, such as *GATA3* and *ESR1*, in primary tumours (Supplementary Fig. 1a). Next we explored FoxA1 expression beyond the luminal subtype. Lower FoxA1 expression was observed in non-luminal tumours (Fig. 1a,b); however, a subset also expressed higher FoxA1 levels (Supplementary Fig. 1b and Supplementary Table 1). Given that FoxA2, in conjunction with FoxA1, is also involved in the regulation of several metabolic pathways, we determined the expression of this factor in BCa samples. Unfortunately, no FoxA2 probes in the Affymetrix platform used in the MSKCC/EMC data set provided a reliable interpretation. To overcome this limitation, we used tissue arrays of early BCa samples (Spanish BCa set). Histological examination of FoxA2-stained tissue microarray slides from the Spanish BCa set revealed the expression of this factor in six non-luminal samples, which were scored as FoxA1**−** (examples in Fig. 1b and summarized in Supplementary Table 1). Collectively, the number of FoxA+ BCa samples detected by immunohistochemistry accounted for 81.3% of all samples in the Spanish BCa set (Supplementary Table 1), which represent a significant proportion of BCa and point to the participation of FoxA in this disease, beyond to its involvement in differentiation and control of hormonal responses.

Next, we extended our analysis to BCa cell lines for further mechanistic studies. We compared FoxA1 and FoxA2 mRNA expression in four estrogen receptor positive (ER+) (MCF7, T47D, BT474 and ZR75) and four estrogen receptor negative (ER−) (SKBR3, MDA468, BT20 and MDA231) BCa cell lines, a cell line of melanoma origin (MDA435), and human mammary epithelial cells (HMECs). Of note, two of the BCa lines tested were HER2+ (BT474 and SKBR3) (Fig. 1c). All ER+ BCa cells (MCF7, T47D, BT474 and ZR75), the ER−/HER2+ SKBR3 and both triple negative-like MDA468 and BT20 cell lines expressed FoxA1. Interestingly, MDA231 triple negative-like cells expressed high levels of FoxA2 but not FoxA1, and the non-tumour HMECs did not express these factors (Fig. 1c). No BCa cells co-expressed these two proteins (Fig. 1c). Our results suggest that the expression of FoxA transcription factors is a common feature of breast tumours, as well as of BCa cell lines. This notion implies that FoxA factors play a major role in BCa growth, independently of luminal fate specification.

To examine the molecular basis of the contribution of FoxA1 and FoxA2 to BCa growth, we engineered constitutive GFP-luciferase-expressing MCF7 and MDA231 cells with a doxycycline-inducible short-hairpin RNA (sh-RNA) vector targeting either FoxA1 or FoxA2. Doxycycline addition to the cell culture media decreased FoxA expression in both cell lines compared with control cells (ShControl (Dox+) and Sh FoxA1 or Sh FoxA2 (Dox−))(Fig. 1d), with the concomitant expression of tRFP (Supplementary Fig. 1c). Of note, there was no gain of expression of FoxA2 in FoxA1-depleted cells or vice versa (Fig. 1d). Interestingly, cancer cell proliferation was impaired *in vitro* upon depletion of either FoxA1 or FoxA2 in MCF7 and MDA231 cells, respectively (Supplementary Fig. 1d,e). Similarly, when Balb/c nude mice implanted with xenograft tumours from the above described cellular populations were treated with doxycycline and the short hairpins were induced, striking differences in tumour growth were observed. FoxA1-depleted MCF7 and FoxA2-depleted MDA231 tumour growth was blunted (Fig. 1e and additional controls in Supplementary Fig. 1f. Experimental details in the Supplementary Methods Section). Collectively, these observations confirm that FoxA1 or FoxA2 expression is required for BCa growth.

Previous studies indicate that FoxA1 and FoxA2 transcriptionally regulate common genes in the liver and pancreas that are central to development and metabolism. We therefore hypothesized that crossed expression of FoxA factors could rescue tumour growth by restoring the expression of essential metabolic genes. To this end, we engineered doxycycline-driven shFoxA1 MCF7 cells to express exogenous FoxA2 and doxycycline-driven shFoxA2 MDA231 cells to express exogenous FoxA1 (Fig. 1d). Interestingly, when these BCa modified cells were implanted in Balb/c nude mice and FoxA depletion was induced with doxycycline, the sustained expression of another FoxA factor (FoxA2 in MCF7 and FoxA1 in MDA231 cells) was sufficient for tumours to continuously grow (Fig. 1e and additional controls in Supplementary Fig. 1f). Quantitative real-time PCR (qRT-PCR) analysis confirmed FoxA expression in the distinct tumour populations *ex-vivo* (Supplementary Fig. 1g). These results showed that retention of minimal levels of FoxA1 or FoxA2 expression is necessary for BCa cell growth.

### FoxA1- and FoxA2-regulated transcripts for BCa growth

Next, we focused on the identification of genes under the control of FoxA1 and FoxA2 with the capacity to support tumour growth in xenograft tumours from implanted MCF7 and MDA231 cells, with a specific focus on metabolic functions. To this end, we isolated cells derived from non-depleted (Dox−) FoxA1 or FoxA2 MCF7 and MDA231 tumours (control groups, GFP+/tRFP−), FoxA1- and FoxA2-depleted MCF7 and MDA231 tumours (GFP+/tRFP+), and the corresponding FoxA family-rescued tumours (GFP+/tRFP+), respectively (Fig. 2a). 

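MCF7 is an oestrogen receptor-positive, luminal breast cancer line, and MDA231 is an oestrogen receptor-negative line with mesenchymal features. Both grew as tumours in mice, and the arrays measured RNA of the human GFP+ cells sorted from them. Dox switched on a short hairpin against FoxA1 in MCF7 and against FoxA2 in MDA231, with tRFP as the mark of cells that expressed it. The FoxA-rescued populations carried, besides the hairpin, a construct for FoxA2 in MCF7 and for FoxA1 in MDA231. From each sample 25 ng of RNA was amplified and hybridized to a human U-219 array, which reads each transcript with sets of short probes (probe sets). The authors deposited log2 expression values after background correction, quantile normalization and RMA summarization. Each population of each line had 1 array: control, FoxA-depleted and FoxA-rescued, which are the 6 arrays of the paper's populations, and cells with the rescue construct but without Dox, which are not among those 6 and whose tRFP gate is not stated. No population has a replicate within its line, and no p-value is given within a line. Tests below took the 2 lines as the only repeats of a comparison, with cell line as a block, in limma's lmFit and eBayes with Benjamini-Hochberg adjustment. The probe set of highest mean over the 8 arrays stood for each of 18239 genes.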

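FOXA1 and FOXA2, transcription factors that open chromatin for other factors, were lower on the arrays with Dox than on the arrays without Dox of the same cells, where each was the target of the hairpin. In MCF7, FOXA1 read 9.56 in control and 9.29 in FoxA1-depleted cells, and 9.66 and 9.23 in construct-bearing cells without and with Dox. A second FOXA1 probe set gave 10.31, 9.97, 9.72 and 9.49 in that order. Between control and depleted cells these probe sets differed by -0.27 and -0.34, near the SD of 0.32 over all genes of that pair. FOXA2, the target in MDA231, read 6.09 in control and 5.35 in FoxA2-depleted cells, and 6.18 and 5.09 in construct-bearing cells without and with Dox. The rescue factor in MDA231 was seen by 1 of its probe sets: FOXA1 read 3.37 in control, 3.16 in depleted, 6.99 in rescued and 5.85 in construct-bearing cells without Dox, while the other FOXA1 probe set lay between 2.26 and 2.58. FOXA2, the rescue factor in MCF7, read 5.09, 5.07, 5.23 and 5.21 in control, depleted, rescued and construct-bearing cells without Dox. Its signal was middling in both lines, at percentiles 42.5 to 58.1 of all probe sets on an array. With Dox, its MDA231 readings were near those of MCF7. Each of these differences rests on 1 array per population. The deposited files do not say whether a probe set lies inside the hairpin target or the open reading frame of the construct, so a probe set outside the construct would not see its product. FOXA3, the remaining FoxA paralog, read 4.10 in control, 4.56 in depleted, 3.24 in rescued and 3.44 in construct-bearing MCF7 cells without Dox, and 5.94, 6.05, 5.21 and 4.04 in MDA231.

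The means of the 4 arrays of each line differed in luminal and mesenchymal markers. ESR1, the oestrogen receptor, and GATA3, its luminal partner, were lower in MDA231 than in MCF7 by a log2 change of -6.37 (standard error 0.19, adjusted p = 2.98e-06 from limma, n = 4 arrays per line) and of -5.81 (standard error 0.12, adjusted p = 1.29e-06 from limma). The epithelial genes KRT18 and EPCAM changed by -2.20 and -3.25 (adjusted p = 2.20e-05 and 2.98e-06), and FOXA1 by -4.59 (adjusted p = 0.00153). The mesenchymal genes VIM, AXL, CAV1 and CD44 were higher in MDA231 by 6.65, 7.51, 4.33 and 1.52 (adjusted p = 0.000469, 1.29e-06, 0.00224 and 0.000835 from limma). Some of these genes varied among the arrays of a line, VIM and CAV1 in MCF7 (SD 2.12 and 1.88) and FOXA1 in MDA231 (SD 1.88). FOXA2 was 0.53 higher in MDA231 and did not pass the test (adjusted p = 0.0837 from limma), which it did without the MCF7 rescued or the MDA231 rescued array (adjusted p = 0.0199 for either). The hairpins and rescue constructs changed FOXA1 and FOXA2 by design on some of these arrays, so their means are not levels of unperturbed lines. On the control arrays, FOXA1 read 9.56 in MCF7 and 3.37 in MDA231, and FOXA2 read 5.09 and 6.09. Of the 18239 genes, 3915 were higher and 4727 lower in MDA231 at an adjusted p under 0.05. Cell line, the oestrogen pellet given to hosts of MCF7 tumours only, and any processing batch cannot be told apart in this comparison.

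**Figure D1:**
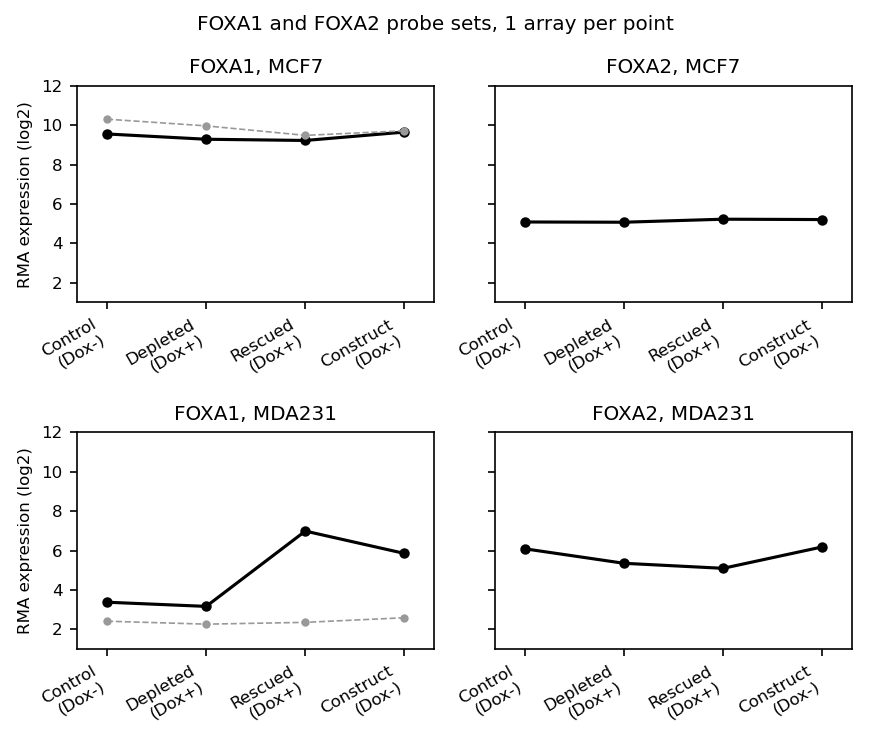
FOXA1 (left) and FOXA2 (right) expression as RMA log2 values (y axis) on each array of MCF7 (top) and MDA231 (bottom); each point is 1 array, black for the probe set of highest mean and grey for the other, and lines join a probe set's arrays for reading only. FOXA2 in MDA231 sits at 6.09 and 6.18 without Dox and at 5.35 and 5.09 with Dox.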

Tumours surgically removed from the mouse were disaggregated and GFP (cancer cell-specific), and tRFP expression (FoxA1- and FoxA2-depleted cell-specific) was used to isolate human cancer cells from mouse tumour stroma cells (Fig. 2a) in order to purify RNA for subsequent transcriptomic analysis (GSE61164 and Transcriptomic Analysis in Methods Section). Among the genes under the control of FoxA1 and FoxA2 in the six cellular populations, we identified LIPG and BCL2 as positively regulated while CDH11 was negatively regulated (summarized in Fig. 2b; details in Supplementary Table 2 and methods). 

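LIPG, which encodes endothelial lipase, read 8.48 in MDA231 control cells, 7.41 after FoxA2 depletion and 8.25 after rescue, a log2 difference of -1.07 and then of 0.84. All 3 LIPG probe sets were lowest in the depleted MDA231 cells. In MCF7, LIPG was a gene of middling signal that read 5.25, 5.19 and 5.46 in control, FoxA1-depleted and FoxA-rescued cells, differences of -0.06 and 0.27, and 1 of its other two probe sets was higher in depleted than in control cells (4.27 against 3.86). BCL2, which encodes an inhibitor of apoptosis, read 9.40, 8.99 and 9.70 in MCF7, and all 6 of its probe sets were lowest in the depleted cells there. In MDA231, BCL2 read 5.94 in control and 6.26 in both the depleted and the rescued cells, with other probe sets from -0.80 to 0.78 on depletion. CDH11, which encodes the adhesion molecule cadherin-11, read 3.59, 5.01 and 4.15 in MCF7 and 3.69, 6.03 and 4.09 in MDA231, so that it was higher by 1.42 and 2.33 after depletion and differed by -0.86 and -1.94 after rescue. Its 5 other probe sets were dimmer, and 1 of them in each line had depleted cells slightly below control (-0.14 in MCF7 and -0.01 in MDA231). In construct-bearing cells without Dox, CDH11 read 3.80 in MCF7 and 6.11 in MDA231.

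Over both lines, CDH11 had a mean log2 difference of 1.88 on depletion (standard error 0.29) and of -1.40 on rescue (standard error 0.29). LIPG had -0.56 (standard error 0.26) and 0.55 (standard error 0.26), and BCL2 had -0.04 (standard error 0.23) and 0.36 (standard error 0.23). None of these 3 genes passed limma's test over all genes (adjusted p = 1 on depletion and 1.00 on rescue for each). The BCL2 difference on depletion was -0.41 in MCF7 and 0.32 in MDA231, so its sign over both lines depended on the line. It was 0.14 without the MCF7 control array and 0.32 without the MCF7 depleted array. The difference on rescue was -0.001 without the MCF7 depleted array. A fit without the MCF7 depleted array rests mainly on MDA231 for these differences. By fold alone, 0 genes met all 4 criteria of a positively regulated gene at 2.5-fold and 0 met those of a negatively regulated gene. Other genes, chosen because the paper mentions them or their products, had no common direction across the 4 comparisons: FASN, the fatty acid synthase, read 7.58, 7.08 and 6.96 in MCF7 and 6.82, 6.91 and 6.85 in MDA231, and MGLL, a monoglyceride lipase, read 5.85, 6.50 and 6.27 in MCF7 and 4.43, 6.83 and 8.22 in MDA231. ESR1 read 11.21, 10.80 and 10.49 in MCF7 and 4.21, 4.84 and 4.47 in MDA231, and GATA3 read 11.39, 11.52 and 11.59 in MCF7 and 5.79, 5.83 and 5.50 in MDA231. By asking for changes in both lines on depletion and back on rescue, at its fold and false discovery rate, the paper identifies LIPG and BCL2 as positively and CDH11 as negatively regulated by FoxA1 and FoxA2.

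**Figure D2:**
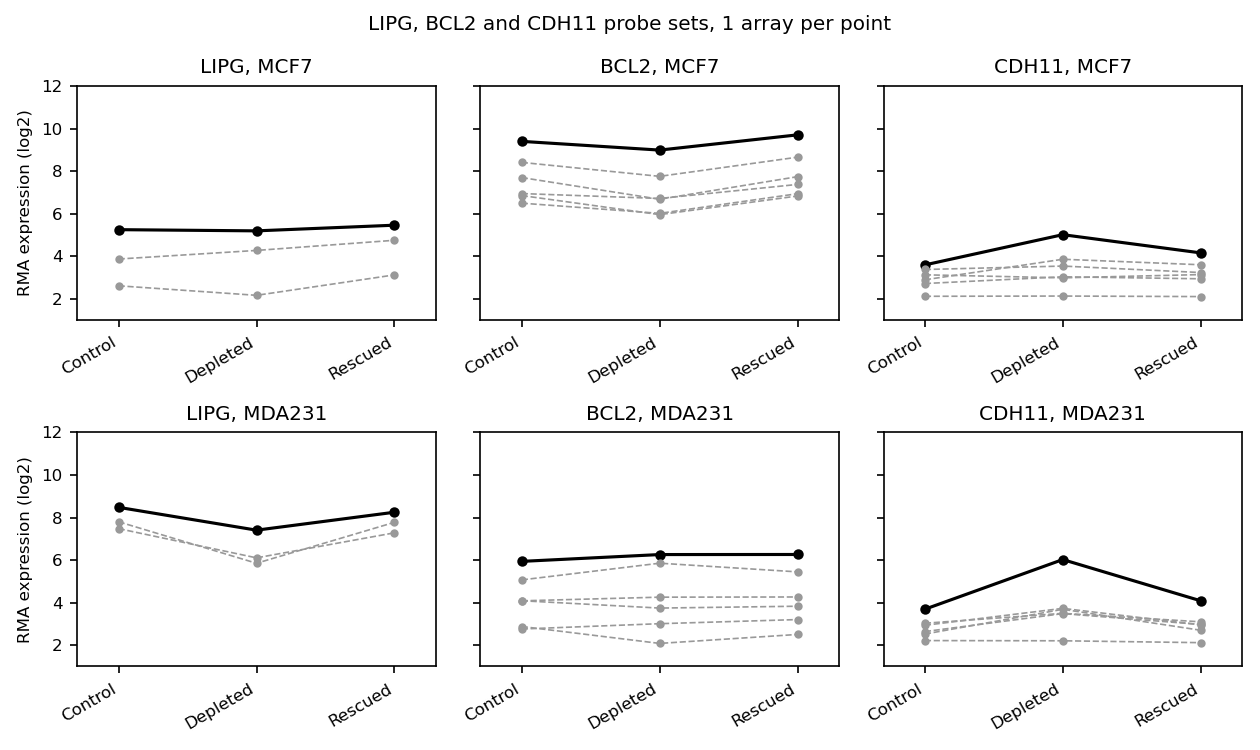
LIPG, BCL2 and CDH11 expression as RMA log2 values (y axis) in control, depleted and rescued cells of MCF7 (top) and MDA231 (bottom); each point is 1 array, black for the probe set of highest mean and grey for the others, and lines join a probe set's arrays for reading only. CDH11 is highest in the depleted cells of both lines, at 5.01 and 6.03, and the 3 LIPG probe sets are lowest in the depleted cells of MDA231.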

We applied stringent criteria to our analyses to prevent false positive hits (2.5-fold change and false discovery rate <0.05). 

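On FoxA depletion, 6 gene lists passed limma's camera with its preset correlation, and 0 passed with an estimated correlation. Fibroblast, mesenchymal and interferon-stimulated genes were on the higher side, the mesenchymal ones mainly in MCF7 and the interferon ones mainly in MDA231, and genes of cholesterol synthesis, fatty acid synthesis and the stress response on the lower side. Among 25 gene lists chosen before the data were examined, the fibroblast list moved up the most clearly: 12 of its 17 measured members were higher in both lines and 1 was lower, with median differences of 0.49 in MCF7 and 0.22 in MDA231 (adjusted p = 6.77e-07 from limma's camera with its preset correlation; adjusted p = 0.674 with an estimated correlation). The fibroblast call held without any 1 of the 6 arrays. Its examples are the collagen chains COL3A1 (2.26 in MCF7 and 5.63 in MDA231), COL1A1 (5.46 and 0.78) and COL1A2 (2.08 and 3.28) and the matrix protein POSTN (0.49 and 3.25). In MDA231 the control array read lowest of the 4 for each of these genes, below the construct-bearing cells without Dox too. COL3A1 read 4.63 in control and 10.26, 10.36 and 11.26 in depleted, rescued and construct-bearing cells without Dox, COL1A2 read 7.01 against 10.30, 9.03 and 10.16, and POSTN 3.67 against 6.92, 5.72 and 6.21. Over the whole list, construct-bearing cells without Dox differed from control cells by medians of -0.03 in MCF7 and 0.32 in MDA231. Markers of other stromal cells did not pass at the preset correlation, with endothelial markers at an adjusted p of 0.868, leukocyte markers at 0.759, adipocyte markers at 0.453 and erythroid markers at 0.453; their difference from the fibroblast list was not tested. In the mesenchymal and basal list, 10 of 22 members were higher in both lines and 1 was lower (medians 0.83 and 0.06, adjusted p = 5.62e-06; adjusted p = 0.826 with an estimated correlation). The intermediate filament gene VIM (3.95 and 0.11) and the repressor of epithelial genes ZEB2 (2.10 and 0.03) were higher mainly in MCF7, and the basal keratin KRT5 was higher by 0.98 and 0.84. Without the MCF7 control array this list no longer passed (adjusted p = 0.594). In the type I interferon list, 16 of 27 members were higher in both lines and 1 was lower (medians 0.06 and 0.50, adjusted p = 2.38e-06; adjusted p = 0.826 with an estimated correlation), among them the antiviral genes RSAD2 (0.31 and 1.32), IFI44L (1.02 and 0.45), IFI6 (0.36 and 0.87) and HERC6 (0.49 and 0.59). That call was lost without the MDA231 control array (adjusted p = 0.269), and the interferon list was also higher in construct-bearing cells without Dox than in control cells.

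The lists that moved down were metabolic or part of the stress response. Of 19 genes of cholesterol synthesis, 11 were lower in both lines and 1 was higher (medians -0.12 and -0.35, adjusted p = 3.26e-05; adjusted p = 0.826 with an estimated correlation), with the enzymes MSMO1 (-0.38 and -0.88), IDI1 (-0.49 and -0.73), DHCR7 (-0.18 and -0.82) and HSD17B7 (-0.11 and -0.76) as examples. Without the MDA231 depleted array the adjusted p of this list was 0.836. Construct-bearing cells without Dox differed from control cells by medians of 0.10 in MCF7 and -0.38 in MDA231 for these genes. Of 21 genes of fatty acid synthesis and desaturation, 9 were lower in both lines and 2 were higher (medians -0.21 and -0.12, adjusted p = 0.0127; adjusted p = 0.826 with an estimated correlation). The elongase ELOVL6 (-0.74 and -0.44), the desaturases SCD (-0.88 and -0.15) and FADS1 (-0.31 and -0.67) and the malic enzyme ME1 (-0.63 and -0.36) were among them. This call was lost without the MCF7 control (0.0555), the MDA231 control (0.107) or the MDA231 depleted array (0.292), and with all 8 arrays in the fit (0.0822). Of 21 genes of the integrated stress and unfolded protein response, 9 were lower in both lines and 1 was higher (medians -0.06 and -0.16, adjusted p = 0.00334; adjusted p = 0.826 with an estimated correlation), among them the cystine transporter SLC7A11 (-0.57 and -0.89) and the protein disulphide isomerase PDIA4 (-0.38 and -0.62). That call was lost without the MCF7 control (0.0696) or the MDA231 depleted array (0.804). The 18 measured lipases, LIPG's own group, did not move together, with 4 higher and 4 lower in both lines (adjusted p = 0.868), nor did the 16 regulators of apoptosis of the BCL2 family (0.787) or the 14 classical cadherins (0.283). Cell cycle genes came closest to the threshold, with medians of -0.59 in MCF7 and 0.33 in MDA231 (adjusted p = 0.0687). The remaining lists did not pass either, with adjusted p values of 0.182 for the oestrogen response, 0.233 for hypoxia, 0.418 for housekeeping genes, 0.453 for luminal identity and for glycolysis, 0.700 for hepatic and endodermal genes, 0.734 for immediate early genes, 0.743 for glycerolipid synthesis, 0.868 for oxidative phosphorylation, and 0.969 for fatty acid oxidation and for lipoprotein uptake.

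No single gene passed limma's test on depletion: 0 of 18239 genes had an adjusted p under 0.05, 487 had an unadjusted p under 0.05 where chance gives 912, and the Bayesian false discovery rate of the methods also called 0. Adjusted over the list alone, 1 fibroblast gene, 1 mesenchymal gene and 1 cadherin (CDH11) passed, and 0 genes of the other lists did. The paper had already named CDH11 from these same arrays, so its pass among the cadherins is no independent support. The higher genes of largest size in both lines, none of which passed over all genes, included the decoy receptor TNFRSF11B (2.18 and 1.89), the matricellular genes SPARCL1 (1.62 and 1.70) and SPARC (1.19 and 1.17), the basement membrane collagen COL4A5 (1.98 and 1.14), the polarity gene PRICKLE1 (1.22 and 1.91), LYPD6B (1.30 and 2.08) and SHISA2 (1.30 and 1.41). The lower ones were the potassium channel KCNK6 (-0.91 and -1.16), UQCC6 (-0.86 and -1.0), NBL1 (-0.83 and -0.86), the protease inhibitor SERPINA3 (-0.80 and -1.18), the hypoxia-inducible factor EPAS1 (-0.72 and -0.75), the epoxygenase CYP2J2 (-1.30 and -0.70), the unconventional myosin MYO1D (-0.68 and -0.89), the sterol carrier STARD4 (-0.66 and -0.67), PIR (-0.88 and -0.66) and SMCO4 (-0.62 and -0.61).

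**Figure D3:**
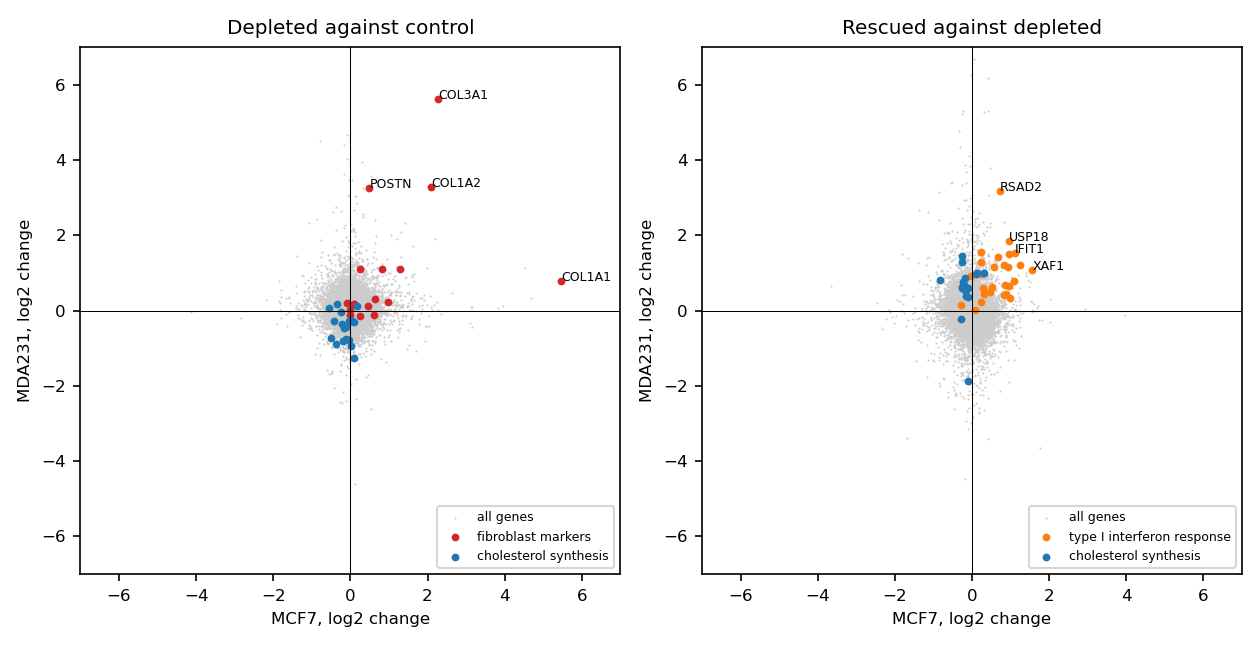
Log2 difference of each gene in MCF7 (x axis) and in MDA231 (y axis), depleted against control (left) and rescued against depleted (right); each point is 1 gene from 1 array per population, with fibroblast (red), cholesterol synthesis (blue) and type I interferon (orange) list members coloured. COL3A1 and COL1A2 are higher in both lines on depletion.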

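On rescue, interferon-stimulated genes were the group that stood out in both lines. Of the 27 measured members of the type I interferon list, 25 were higher in FoxA-rescued than in FoxA-depleted cells in both lines and 0 were lower, with median differences of 0.73 in MCF7 and 0.91 in MDA231. The list passed camera at an adjusted p of 2.86e-26 (adjusted p = 0.748 with an estimated correlation) and kept its call without any 1 of the 6 arrays, and 14 members passed when adjusted over the list alone. The list was also higher in construct-bearing cells without Dox than in control cells, by medians of 0.46 in MCF7 and 1.41 in MDA231. The interferon-stimulated genes IFIT1 (1.11 and 1.53), OAS2 (0.92 and 1.15), MX2 (0.95 and 1.49), XAF1 (1.56 and 1.07), USP18 (0.97 and 1.85) and IFI44L (1.26 and 1.20) were among the higher genes. So were APOL1 (1.40 and 0.92), HCP5 (1.01 and 0.88), the bombesin-family receptor GRPR (1.39 and 1.00) and AFAP1L2 (1.18 and 0.96). Genes of cholesterol synthesis passed as higher (adjusted p = 0.00390; adjusted p = 0.852 with an estimated correlation), but their medians were -0.19 in MCF7 and 0.63 in MDA231, with 3 of 19 members higher and 2 lower in both lines. HSD17B7 (0.30 and 1.00), CYP51A1 (0.13 and 1.01) and MSMO1 (0.10 and 0.98) were the 3. Without the MDA231 depleted or the MDA231 rescued array this list turned to lower and did not pass (adjusted p = 0.861 and 0.357). Of 21 genes of fatty acid synthesis and desaturation, 9 were higher and 3 lower in both lines (medians 0.06 and 0.24, adjusted p = 0.0136; adjusted p = 0.748 with an estimated correlation). ELOVL6 (0.87 and 0.40), the desaturase SCD5 (0.57 and 0.40), FADS3 (0.36 and 0.28) and ME1 (0.05 and 0.63) were higher, and FASN was among the lower ones (-0.12 and -0.06). The call was lost without the MCF7 rescued (0.0573), the MDA231 depleted (0.265) or the MDA231 rescued array (0.307), and among brighter genes only (0.075).

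Of 23 oestrogen-response genes, 10 were higher and 0 lower in both lines (medians 0.13 and 0.08, adjusted p = 0.00548; adjusted p = 0.748 with an estimated correlation). The secreted trefoil factors TFF1 (0.05 in MCF7 and 6.69 in MDA231) and TFF3 (-0.03 and 6.27) had the largest differences in MDA231, where they were also higher in construct-bearing cells without Dox than in control cells, by 6.62 and 6.25. Besides TFF1, members higher in both lines include the chemokine CXCL12 (1.15 and 0.14), the secretory-pathway factor XBP1 (0.05 and 0.73) and TPBG (0.13 and 0.68). The list no longer passed without the MCF7 depleted (0.241) or the MCF7 rescued array (0.0981). Immediate early and heat shock genes, which respond within minutes to stress such as tissue dissociation, were lower: 12 of 22 in both lines, with 3 higher (medians -0.43 and -0.06, adjusted p = 0.00266; adjusted p = 0.852 with an estimated correlation). The transcription factors ATF3 (-2.24 and -0.23), NR4A1 (-1.31 and -0.50) and JUNB (-0.74 and -1.03) and the mRNA-decay factor ZFP36 (-0.77 and -0.83) were examples, and the call was lost without the MCF7 rescued array (0.808). The other 20 lists had adjusted p values from 0.0625, for fibroblast genes (medians -0.21 and -0.07), to 0.986. Among them, FOXA3 of the hepatic and endodermal list (-1.32 and -0.85) passed when adjusted over the list alone; it also read lower in construct-bearing cells without Dox than in control cells of both lines.

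As on depletion, no single gene passed: limma called 0 genes at an adjusted p under 0.05, 456 had an unadjusted p under 0.05, and the Bayesian false discovery rate called 0. Without the MCF7 rescued array limma called 7 genes. Lower on rescue by the most in both lines were the citrullinating enzyme PADI2 (-1.68 and -3.40), the kynurenine-pathway enzyme KMO (-1.45 and -1.35), the epithelial ETS factor EHF (-1.18 and -1.77), DEPP1 (-1.13 and -1.32), the guidance molecule SEMA6A (-1.07 and -1.12), UFSP2 (-1.01 and -1.31), the guanylate cyclase subunit GUCY1A1 (-1.0 and -1.34), the adhesion molecule L1CAM (-0.98 and -1.14), the peptide hormone ADM (-1.16 and -0.93) and the calcium channel subunit CACNA2D4 (-0.89 and -0.98).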

BCL2 expression is associated with anti-apoptotic functions in cancer^12^, whereas cadherin CDH11 induces apoptosis^13^. LIPG is an endothelial lipase with phospholipase activity. It is involved in lipoprotein metabolism, and its levels have been associated with testis cancer^14^,^15^,^16^. However, to date, LIPG has not been linked to tumour growth. Robust changes in the mRNA expression of LIPG, but not BCL2 or CDH11, were confirmed by qRT-PCR (Fig. 2c). Next, we confirmed that FoxA factors regulate LIPG and its promoter activity (Fig. 2c–e).

### LIPG expression in BCa

Next, we showed that LIPG expression in primary tumours was specific to BCa tumour cells and not to other stroma cellular entities (Fig. 3a). Subsequently, we tested LIPG expression in normal breast epithelia and interrogated 20 samples from mammoplasty reductions. Normal breast epithelial cells showed a lower expression of LIPG than cells from tumour specimens (Fig. 3b). Similar results were obtained for LIPG protein levels in a panel from BCa lines compared with HMEC cells. Of the cellular populations tested, the eight BCa cell lines expressing FoxA1 or FoxA2 had very high levels of LIPG protein compared with the melanoma MDA435 cell line and the human epithelial cell (Fig. 3c). Consistent with this observation, 83.8% of BCa samples in the Spanish tumour cohort were LIPG+ (Fig. 3d and Supplementary Table 3), and LIPG expression correlated with FoxA expression (Spearman correlation; *r*=0.477, *P*=0.000001; Fig. 3e). Further analysis showed that LIPG expression levels in primary tumours do not have the capacity to stratify patients for differential risk of overall or disease-free survival (Supplementary Fig. 2a) and are not dependent on estrogen signalling (Supplementary Fig. 2b), thus reinforcing the notion that LIPG is essential for BCa growth.

LIPG is a phospholipase located in the cytosol and cellular membrane and has been shown to hydrolyse extracellular phospholipids from high-density lipoprotein that are afterwards incorporated into intracellular lipid species thus providing lipid precursors of cell metabolism^17^,^18^. Thus we questioned whether LIPG regulates essential lipid intake in BCa and whether it is necessary for proliferation. To validate this hypothesis, we genetically downregulated the expression of this protein in MCF7 and MDA231 cells by means of sh-RNA (Fig. 3f and Supplementary Fig. 2c). LIPG depletion blunted BCa cell capacity to proliferate *in vitro* (Fig. 3f), as previously observed in FoxA-depleted cells (Supplementary Fig. 1d,e), and caused a reduction in invasion and self-renewal properties (Supplementary Fig. 3a–d). Similarly, LIPG-depleted cells were unable to grow tumours *in vivo* (Fig. 3g).

### LIPG induces BCa cells lipid metabolic reprograming

Next, we sought to identify whether the lack of LIPG caused a cellular metabolic reprograming in the above selected BCa cell models (MCF7 and MDA231 cells) (Fig. 4a). We used a liquid chromatography-mass spectrometry-based untargeted lipidomic analysis to compare LIPG-depleted versus control BCa cell homogenates. This approach allowed us to quantify >7,000 metabolic features (defined as molecular entities with a unique mass/charge and retention time) in positive and negative ionization modes. On the basis of accurate mass information, altered metabolic features (*P* value <0.05) in LIPG-depleted cells accounted for 21% and 8% of the lipid landscape in MDA231 and MCF7 cells, respectively. LIPG depletion induced a significant reduction in lipid species both in MCF7 and MDA231 cells (that is, 85 and 96% of the altered species, respectively), the latter involving a greater number of lipids (Supplementary Fig. 4a). Supportingly, a reverse profile is observed when LIPG gain of function is evaluated (Supplementary Fig. 4b). Downregulated lipid families in LIPG-depleted cells included mainly glycerophospholipids such as phosphatyl ethanolamines (PEs) and phosphatyl cholines (PCs), and glycerolipids such as triacylglycerols (TGs) and diacylglycerols (DGs), as shown by accurate mass information (Supplementary Fig. 4d). We next structurally identified a large proportion of these lipids by means of MS/MS experiments (Fig. 4b), which confirmed the depletion of PCs, LPCs, PEs, LPEs, PGs, DGs and MGs in MCF7 and MDA231 cells. In particular, a specific LIPG lipid signature shared by the two cell lines was found to include the following: DG (40:2); DG (32:1); PE (32:2); PE (40:5); LPC (O-18:0); LPC (16:0); and LPC (20:1) (Fig. 4c). Some of these lipid families are pivotal in cancer malignancy^19^,^20^. Collectively, these results suggest that LIPG shapes lipid metabolism in BCa cells to support cellular growth requirements. Interestingly, FoxA depletion in both MCF7 and MDA231 cells led to a lipid metabolic reprograming similar to LIPG depletion (Supplementary Fig. 4c–e).

LIPG location has been shown to be functional on the outer face of the cellular membrane (Fig. 4a)^18^, thus we postulated the possibility that BCa cells are dependent on LIPG function to access extracellular lipids to support their growth needs. To test this notion, we profiled the media of control and LIPG-depleted MCF7 and MDA231 cells following the same liquid chromatography-mass spectrometry-based untargeted lipidomic approach as for cell homogenates. LIPG depletion prevented the absorption of particular lipids from the media (Supplementary Fig. 4a). The structural identification of the lipids by MS/MS confirms the absence of degradation of glycerophospholipids belonging to the LPC class in both MCF7 and MDA231 cells, which is depicted by higher levels in the media of these species in LIPG-depleted when compared with control cells (Fig. 4d,e). Interestingly when we analysed the LPCs species in the media of control and LIPG-depleted cells and compared with fresh media (without cells), all LPC species from control cell media were decreased. This reduction was weaker in the media of Sh LIPG cells, indicating that LIPG-depleted cells have a defect in processing and importing of pre-existing lipid species from the medium (Fig. 4f).

Finally, we evaluated which of the commonly identified potential substrates of LIPG sustains BCa cell proliferation. Initially, we confirmed that the growth of MCF7 and MDA231 cells is impaired when grown *in vitro* in lipoprotein-depleted media (Fig. 4g). Next we tested the capacity of LPC (18:0) to rescue BCa cell growth in the absence of lipoproteins and confirmed that this lysophosphatidylcholine was able to restore the cells' capacity to proliferate (Fig. 4g). In accordance, this process was dependent on LIPG expression (Fig. 4g). Similarly, LIPG-depleted cells were not able to grow *in vivo* in animals fed with high-fat diet (Fig. 4h) indicating that LIPG is indispensable to process the extracellular lipids and mediate their uptake by the cells, irrespectively of the concentration of lipid substrates in circulation, a phenotype also observed in FoxA-depleted cells (Fig. 4h).

### LIPG activity supports BCa growth

The control of LIPG expression by FoxA family transcription factors is likely to increase the availability of lipids required for BCa cell membrane synthesis and signalling cascades, thus facilitating the proliferation and growth of these cells, as well as other traits associated with tumour progression and metastasis. To confirm the central role of LIPG activity in BCa tumour growth, and given the overlapping phenotypes of cell growth impairment, we tested the capacity of LIPG and its catalytic activity to rescue FoxA depletion in tumour growth. To this end, we modelled the three–dimensional (3D) structure of LIPG based on the structure of other family members and confirmed the presence of Asp193, key residue from the catalytic domain of the human enzyme (Fig. 5a). Indeed, the sole mutation of aspartic acid 193 to an asparagine was sufficient to inactivate LIPG^21^. Next, we genetically engineered MCF7 and MDA231 cells containing the doxycycline-driven FoxA1 or FoxA2 sh-RNA expression system and transduced them with either a catalytically active or inactive LIPG expression vector (Fig. 5b). Then, 1 × 10^6^ cells were injected into Balb/c nude mice treated with or without doxycycline (Fig. 5c). Remarkably, the effect of FoxA1 or FoxA2 depletion on tumour growth was rescued only in tumours expressing exogenous wild-type (WT) LIPG but not in those with a catalytically inactive form of the protein (Fig. 5c and additional controls in Supplementary Fig. 5a). Furthermore, gene expression analysis confirmed FoxA depletion and LIPG expression in the tumour populations at the end point of the tumour growth experiment and the rescue was also confirmed in cell culture (Supplementary Fig. 5b,c). Overall, these results suggest that BCa growth requires exogenous lipid precursors and that these are provided, in part, by LIPG activity.

As previous reports showed that *de novo* lipid metabolism is necessary for BCa growth^3^,^22^, we next questioned whether this lipid synthesis was sufficient or, instead, whether exogenous sources are also required to support BCa cell growth and proliferation, as suggested by our experimental data. To this end, we inhibited the activity of fatty acid synthase (FAS) in BCa cells by means of the chemical inhibitor C75 (ref. 23). FAS activity is crucial for *de novo* lipid synthesis in cancer cells^3^,^22^. To test the complementarity of both *de novo* and/or exogenous lipid supplies, we used a C75 concentration causing a 50% reduction in BCa cell growth *in vitro* 48 h post incubation (Fig. 5d and Supplementary Fig. 5d). Similarly, we tested the contribution of LIPG inhibition by means of treatment with a lipase inhibitor, Orlistat^21^. A specific dose causing a 50% reduction in the growth of each BCa cell line was further used (Fig. 5d and Supplementary Fig. 5d). Interestingly, concomitant treatment with FAS and LIPG inhibitors caused an additive effect, blunting BCa cell growth (Fig. 5d). Next, we evaluated whether LIPG activity was sufficient to rescue the chemical inhibition of FAS. To this end, we overexpressed WT and inactive LIPG and grew MCF7 and MDA231 cells in the presence or absence of a high dose of C75 (20 mg ml^−1^), which blocks cell growth (Supplementary Fig. 5d). Complete blockade of FAS was not rescued by LIPG (Fig. 5e). Collectively, our results suggest that both exogenous lipid precursors provided by means of LIPG activity and *de nov*o lipid synthesis mediated by FAS are necessary for BCa cell growth.

## Discussion

Here we reveal that FoxA factors provide a central metabolic growth function by specifically regulating LIPG expression, thereby allowing the acquisition of indispensable extracellular lipids for BCa tumour proliferation. FoxA family of transcription factors are expressed in the vast majority of BCa and FoxA1 is expressed across various BCa subtypes. Moreover we show that, in some cases, its absence is associated with the expression of FoxA2. Interestingly, in addition of FoxA1 contribution to luminal commitment^24^,^25^,^26^,^27^ the factor may drive BCa growth by specifically regulating LIPG levels.

The catalytic activity of LIPG generates extracellular lipid precursors that are imported to fulfill the intracellular production of lipid species (Fig. 5f). LIPG downregulation blocks BCa cell growth, thereby indicating that the import of extracellular lipid precursors is important for the proliferation of these cells. This is a striking observation given that it is generally believed that *de novo* fatty acid synthesis is the main driver of tumour growth^22^. Indeed, our experimental data with LIPG-depleted BCa cells revealed a massive decrease of most intracellular glycerolipid intermediates in the synthesis of TG (PC, PE, PG and DG) and their derivatives (LPC and LPE). Accordingly, certain lipid species (LPC) in the media were not decreased in LIPG-depleted cells as much as in control cells, thus indicating that extracellular lipids are the substrates for intracellular lipid production. In particular, we demonstrate the relevance of extracellular LPC (18:0) for BCa cell proliferation in a lipoprotein-depleted medium, a process dependent on LIPG. In this context, a high-fat diet was shown to rescue the absence of a critical intracellular lipase, Monoacylglycerol lipase, for cancer pathogenesis given cancer cells ability to uptake lipids from the extracellular compartment was functional^19^. Herein, we showed that this rescue mechanism is not functional in BCa cells in the absence of FoxA2 or LIPG. In support of this notion, it is worth noting that extracellular LIPG activity releases fatty acids from high-density lipoprotein phospholipids and these acids are further employed for intracellular lipid production in the human hepatic cell line HepG2 (refs 28, 29).

In conclusion, BCa cells are dependent on a mechanism to supply precursors derived from extracellular sources for intracellular lipid production, and LIPG fulfills this function. Therefore, LIPG stands out as an important component of the lipid metabolic adaptations that BCa cells, and not normal tissue, must undergo to support high proliferation rates. Our results also suggest that *de novo* lipid synthesis is necessary but not sufficient to support lipid production for BCa tumour growth. Accordingly, recent clinical studies demonstrate the association between lipids and lipoproteins in circulation and risk of BCa in women with extensive mammographic density. This observation implies that interventions aimed to reduce them may have effect on BCa risk^30^. All together, these observations make LIPG activity an Achilles heel of luminal and, more importantly, of triple negative/basal-like breast tumours, for which limited therapeutic options are currently available.

## Methods

### Breast cancer cell lines

HMECs were purchased from Lonza and MDA-MB-468, ZR75, MDA-MB-435, MDA-MB-231, MCF7, T47D, BT20 and BT474 cells from ATCC. MDA-MB-435 was used to test BCa cell lines specificity as it is reported to be a melanoma. All cells, except HMECs, were maintained in DMEM supplemented with 10% FBS, 100 mg ml^−1^ streptomycin, 100 U ml^−1^ penicillin and 2 mM L-glutamine. HMECs were maintained in mammary epithelial growth medium (Lonza). Cells were tested for mycoplasma monthly as per laboratory routine.

### Western blot and qRT-PCR analysis

For FoxA1 and FoxA2 detection, cells were lysed with a buffer containing (10% SDS, 60 mM Tris pH 6.8 and 7% DTT). For LIPG detection, cells were lysed using a buffer containing 25 mM Tris-HCl pH 7.4, 25 mM NaCl 1% (v/v), Triton X-100, 0.1% SDS, 10 mM NaF, 10 mM PPi, 1 mM sodium orthovanadate, 0.5 mM EGTA and 20 nM oxadaic acid supplemented with protease and phosphatase inhibitors (Sigma Aldrich). Equal amounts of protein per sample were separated by standard SDS–polyacrylamide gel electrophoresis and transferred to immobilon membranes (Millipore). The membranes were incubated with FoxA1 (Millipore), LIPG (Abcam), FoxA2 (Cell Signaling), ESR1 (Abcam) or actin (Sigma). FoxA1, FoxA2, LIPG and ESR1 antibodies were used at a dilution of 1:1,000 and Actin at a dilution of 1:25,000. To assess changes in expression of selected genes, qRT-PCR was performed using the comparative CT method and an ABI Prism Fast 7900 HT instrument (PE Applied Biosystems). Amplification was performed using TaqMan Gene Expression Assays (Applied Biosystems), following the manufacturer's instructions. FoxA1 (Hs00270129-m1), FoxA2 (Hs00232764-m1), LIPG (Hs00195812-m1) and 18S (Hs99999901-s1) were purchased from Applied Biosystems. All assays were done in triplicate, and 18S mRNA was used as an endogenous control for normalization. Results were analysed using SDS2.3 software (PE Applied Biosystems).

### Overexpression and mutagenesis

Overexpression of FoxA1, FoxA2 and LIPG was achieved by lentivirus. Briefly, the human ORF of each protein was purchased from Open Biosystem, and cDNA was made to obtain a PCR product with recombination arms for insertion in a p-entry clone p221 using the gateway system. FoxA1 primers (Fw: 5′-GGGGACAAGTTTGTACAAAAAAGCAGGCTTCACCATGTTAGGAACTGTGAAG ATGGAAGG-3′; Rev: 5′-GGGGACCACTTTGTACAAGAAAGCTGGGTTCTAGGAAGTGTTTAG GACGGGTCTGG-3′), FoxA2 primers (Fw: 5′-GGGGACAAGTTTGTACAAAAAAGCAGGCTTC ACCATGCTGGGAGCGGTGAAGATGGAAGG-3′; Rev: 5′-GGGGACCACTTTGTACAAGAAAGC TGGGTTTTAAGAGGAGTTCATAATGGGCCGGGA-3′, and LIPG primers (Fw: 5′-GGGGACAAGT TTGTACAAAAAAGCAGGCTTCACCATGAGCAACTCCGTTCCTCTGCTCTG-3′, Rev: 5′-GGGGAC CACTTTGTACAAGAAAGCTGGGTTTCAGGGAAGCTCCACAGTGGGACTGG-3′. After confirmation of cDNA sequence fidelity, the cDNA was transferred into a p-lenti vector using a gateway system. Afterwards, HEK293T cells were seeded and transfected with lentiviral packaging plasmids and the p-lenti FoxA1, FoxA2 or LIPG vectors. The supernatants of the cells were collected, and MCF7 and MDA231 cells were infected and selected with 5 μg ml^−1^ hygromycin to obtain a stable resistant population.

Catalytically inactive LIPG was generated by site-direct mutagenesis using the template p-entry plasmid p221-LIPG, primers (Fw: 5′-CGAATCACAGGTTTGAATCCTGCCGGGCC-3′); (Rev: 5′-GGCCCGGCAGGATTCAAACCTGTGATTCG-3′), and the QuikChange XL Site-directed Mutagenesis Kit (Stratagene). Mutation of aspartic acid 193 to an asparagine was confirmed by DNA sequencing, and the ORF with the mutation was transferred to the p-lenti vector as described before.

### Transcriptomic analysis

Generation of biotinylated complementary RNA (cRNA) probes from RNA samples was achieved following the standard Affymetrix (Santa Clara, CA) GeneChip protocol. cRNA probe was prepared using Total RNA (10 μg) and employing a Custom Superscript Kit (Invitrogen). Isothermal amplification SPIA Biotin System (NuGEN Technologies), for expression profiling, was achieved using 25 ng of RNA per sample. Samples were hybridized with a GeneAtlas Human Genome U-219 array, and Bioconductor was used to generate the statistical analyses for the microarrays^31^. Quantile normalization, background correction, and RMA summarization was achieved following Bioconductor's Affy package instructions. Hybridization was performed at IRB Barcelona's Functional Genomics Facility and statistical analyses at IRB Barcelona's Biostatistics/Bioinformatics Facility.

Comparative genome-wide analysis yielded two hits of genes positively regulated by FoxA1 and FoxA2 (GSE61164). 

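The cystine transporter SLC7A11 was the gene that came closest to the pattern of a positively regulated gene in both lines, when genes were ranked by the weakest of their 4 changes. Its weakest difference was that on MCF7 rescue, 0.52 log2 or 1.44-fold, beside 1.63 on MDA231 rescue. SERINC2 followed with a weakest change of 0.50, the Wnt co-receptor LRP5 with 0.49, SEL1L3 with 0.45, the fatty acid amide hydrolase FAAH2 with 0.43 and ELOVL6 with 0.40. LIPG stood at rank 519 of 18239 genes, with 0.06 as its weakest change, and BCL2 at rank 11488. These genes were ranked and named after their values were seen, and no test stands behind a rank.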

The genes of interest were selected on the basis of the following criteria: (1) decreased expression in MCF7 and MDA231 cells upon FoxA depletion compared with control cells; and (2) increased expression in MCF7 and MDA231 FoxA-rescued cells compared with the respective FoxA-depleted population. In contrast, to classify a gene transcript as negatively regulated by FoxA, we established that a gene probe must meet the following criteria: (1) increased expression in MCF7 and MDA231 cells upon FoxA depletion compared with control cells; and (2) decreased expression in MCF7 and MDA231 FoxA-rescued cells compared with the respective FoxA-depleted population.

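CDH11 ranked first of 18239 genes for the opposite pattern, higher in depleted cells than in control and rescued cells of both lines. Its weakest change was 0.86 log2 (1.81-fold), in the rescue of MCF7. CDH11 was dim in control cells, at percentiles 22.1 and 25.1 of all probe sets on those arrays in MCF7 and MDA231, and was not shown to be above background there. The death receptor TNFRSF21 came next with a weakest change of 0.64, then RASSF8 with 0.64, the endothelial adhesion molecule PECAM1 with 0.57, the laminin chain LAMA4 with 0.54, CLEC2D with 0.54 and the placental cadherin CDH3 with 0.53. A value in a depleted cell array enters both comparisons of its line, so a high or low reading on 1 array gives this pattern, or its opposite, in that line by itself.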

All changes were computed when a >2.5 fold change, positive or negative, with a Bayesian false discovery rate below 5% was reached (Supplementary Table 2 and summarized in Fig. 2b). False discovery rates were calculated using a semi-parametric empirical Bayes^32^ procedure based on moderated *t*-tests^33^ as implemented in the limma package of Bioconductor.

### Short hairpin studies in cells and proliferation assays

Briefly, HEK293T cells were seeded and transfected with lentiviral packaging plasmids and TRC1 sh clones for LIPG (5′-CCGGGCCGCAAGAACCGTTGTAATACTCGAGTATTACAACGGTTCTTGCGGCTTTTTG-3′), FoxA1 (5′-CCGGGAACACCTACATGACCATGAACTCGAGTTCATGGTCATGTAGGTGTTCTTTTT-3′) or FoxA2 (5′-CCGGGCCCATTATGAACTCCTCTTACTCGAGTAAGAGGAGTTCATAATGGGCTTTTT-3′), all purchased from Sigma Aldrich. MCF7 and MDA231 cells were infected and selected with 5 μg ml^−1^ puromycin to obtain a stable resistant population that were used for experiments in the following 10 days after selection. After selection, they were recovered with fresh medium, and 10^5^ cells were plated in six-well culture plates. At each time point, cells were trypsinized, collected, and counted using a Scepter 2.0 Cell Counter.

### Breast cancer cell growth in lipoprotein-free medium

5 × 10^5^ MCF7 and MDA231 cells were plated in six-well culture plates and incubated O/N in Dulbeccós modified Eaglés medium (DMEM) supplemented with 10% lipoprotein-free FBS (Gibco), 100 mg ml^−1^ streptomycin, 100 U ml^−1^ penicillin and 2 mM L-glutamine. Then, the medium was replace by: complete medium: DMEM supplemented with 10% FBS (Gibco), 100 mg ml^−1^ streptomycin, 100 U ml^−1^ penicillin and 2 mM L-glutamine; lipoprotein-free medium: DMEM supplemented with 10% lipoprotein-free FBS (Gibco), 100 mg ml^−1^ streptomycin, 100 U ml^−1^ penicillin, and 2 mM L-glutamine, Transferrin (10 μg ml^−1^), Triiodothyronine (0,01 μM) (Sigma), *o*-phosphorylethanolamine (5 μg ml^−1^) (Sigma), glutathione (0,012 μg ml^−1^) (Sigma), hydrocortisone (0,5 μg ml^−1^) (Sigma), EGF (10 ng ml^−1^) (RD), FGF (10 μg ml^−1^) (Gibco), Insulin (20 μg ml^−1^), medroxiprogesterone (10 nM) (Sigma) and BSA-free fatty acids 0,5% (Sigma); LPC (18:0) medium: lipoprotein-free medium supplemented with 20 μM LPC 18:0 (Avanti polar). LPC 18:0 was dissolved in water. The same three media were used in cells depleted of LIPG. After 48 h of incubation cells were trypsinized, collected and counted using a Scepter 2.0 Cell Counter.

### *In vitro* drug assays

A total of 5 × 10^5^ MCF7 and MDA231 cells were plated in six-well culture plates and incubated O/N in DMEM supplemented with 10% lipoprotein-free FBS (Gibco), 100 mg ml^−1^ streptomycin, 100 U ml^−1^ penicillin and 2 mM L-glutamine. Then the media was replace by, complete medium: DMEM supplemented with 10% FBS (Gibco), 100 mg ml^−1^ streptomycin, 100 U ml^−1^ penicillin and 2 mM L-glutamine supplemented with Orlistat (Sigma), (C75 Sigma) or a combination of both drugs. Both drugs were resuspended in DMSO following manufacture indications. Concentrations of drugs are indicated in the figure legends. After 48 h of incubation cells were trypsinized, collected, and counted using a Scepter 2.0 Cell Counter. For tamoxifen treatment cells were plated and incubated in DMEM supplemented with 0,5% FBS (Gibco), 100 mg ml^−1^ streptomycin, 100 U ml^−1^ penicillin and 2 mM L-glutamine supplemented with tamoxifen (6 μM) for 24 h.

### Reporter assays

Renilla and luciferase reporter assays were performed as previously described^34^. The plasmid p-lightSwitch-Promo-Renilla containing the LIPG promoter was used (SwitchGear Genomics, ID:S715324). SFG-TGL Luciferase plasmid (Promega) was included to control for transfection efficiency.

### Inducible sh-RNA systems

The inducible sh-RNA systems were generated as described^35^. First, we selected a hairpin sequence from constitutive short hairpins (TRC1 sh clones Sigma Aldrich, LIPG (5′-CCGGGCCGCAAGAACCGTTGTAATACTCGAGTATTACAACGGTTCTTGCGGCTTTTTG-3′); FoxA1(5′-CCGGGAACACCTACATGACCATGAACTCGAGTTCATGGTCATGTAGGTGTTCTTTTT-3′); FoxA2(5′-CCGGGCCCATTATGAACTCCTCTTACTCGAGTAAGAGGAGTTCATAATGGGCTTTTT-3′) known to work for FoxA1 or FoxA2. We designed and ordered a template oligonucleotide by incorporating miR-30 micro RNA sequences between the sense and the antisense sequence of the selected hairpin and then amplified the fragment to incorporate *Eco*RI and *Xho*l cloning sites. The PCR product was isolated from a PCR gel with ILLUSTRA GFX PCR DNA and the Gel Band Purification Kit (GE Healthcare) and digested with *Eco*RI and *Xho*l at 15–25 °C. The digested product was inserted in a p-Triptz vector, and the ligation reaction was transformed into competent bacteria, which were selected in the presence of ampicillin. Afterwards, HEK293T cells were seeded and transfected with lentiviral packaging plasmids and the generated ptriptz-sh FoxA1- or ptriptz-sh FoxA2-inducible vectors. MCF7 and MDA231 cells were infected with the above-mentioned vectors and selected with 5 μg ml^−1^ puromycin to obtain a stable resistant population.

### Adhesion assay

Cells were labelled with 5 μM of cell Tracker green (Invitrogen), following the manufacturer's instructions, and kept overnight in medium without FBS. Next day, 5 × 10^4^ cells were seeded in triplicates on 10 μg ml^−1^ collagen I- or fibronectin-coated 24-well plates dissolved in DMEM. Two hours (in the case of MDA-MB-231) or 3 hours (in the case of MCF7) after seeding, cells were washed carefully with PBS and fixed with 4% formalin. Cells were visualized and counted using the Olympus ScanR- Xcellence-TIRF widefield fluorescence microscope. Each well was segmented in 11 × 11 squares (in total 121), and one image per square was taken. Images and counting were processed with a custom macro created by Anna Lladó from the Advanced Digital Microscopy Core Facility at IRB Barcelona and designed for the Fiji program. The total number of cells per well is shown. A two-tail Mann–Whitney unpaired *t*-test was used to analyse statistical differences between groups.

### Migration assay

Cells were marked with 5 μM of cell Tracker green (Invitrogen), following the manufacturer's instructions, and kept overnight in medium without FBS. Next day, 5 × 10^4^ cells were seeded in triplicates on fibronectin-coated BD Biocat Cell Culture Inserts (BD Bioscience, cat no 354543) in medium without FBS, while the wells were loaded with complete medium. Before seeding, inserts were hydrated with 250 μl of medium for 30 min at 37 °C. Eight hours after seeding, cells were washed with PBS and fixed with 4% formalin. Cells on the apical side of each insert were scraped off, and migration to the basolateral side was visualized with an Olympus ScanR- Xcellence-TIRF widefield fluorescence microscope. Each insert was segmented in 6 × 6 squares (in total 36), and one image per square was taken. The images shown are the result of the 36 pictures stitched using a custom macro created by Anna Lladó and Sebastian Tosi from the Advanced Digital Microscopy Core Facility at IRB Barcelona and designed for the Fiji program. Cell counting was processed with another custom macro created by Anna Lladó. The total number of cells per × 4 field in each well is shown. A two-tail Mann–Whitney unpaired *t*-test was used to analyse statistical differences between groups.

### Invasion assay

Cells were marked with 5 μM of cell Tracker green (Invitrogen), following the manufacturer's instructions, and kept overnight in medium without FBS. Next day, 5 × 10^4^ cells were seeded in triplicates on Matrigel Invasion Chambers (BD Bioscience, cat no 354480) in medium without FBS, while the wells were loaded with complete medium. Before seeding, inserts were hydrated with 500 μl of medium for 2 h at 37 °C. Eight hours after seeding, cells were washed with PBS and fixed with 4% formalin. Cells on the apical side of each insert were scraped off, and migration to the basolateral side was visualized with an Olympus ScanR-Xcellence-TIRF widefield fluorescence microscope. Each insert was segmented in 6 × 6 squares (in total 36), and one image per square was taken. The images shown is the result of the 36 pictures stitched using a custom macro created by Anna Lladó and Sebastian Tosi from the Advanced Digital Microscopy Core Facility in IRB Barcelona and designed for the Fiji program. Cell counting was processed with another custom macro created by Anna Lladó. Total number of cells per × 4 field in each well is shown. Two tails Mann–Whitney unpaired *t*-test was used to analyse statistical differences between groups.

### Oncosphere formation assay

Cells were collected, and 1 cell per well was sorted into ultra-low attachment 96-well plates (Costar, cat no 3474). Cells were cultured in suspension in the following media: mammary epithelial basal medium (MEBM, LONZA cat no. CC-3151), supplemented with MEGM Single-Quots (containing EGF, Hydrocortisone, Insulin and GA-1000, LONZA cat no. 4136), 20 ng ml^−1^ of recombinant fibroblast growth factor (GIBCO, cat no. PHG0026) and 1X B27 without retinoic acid (GIBCO, cat no. 12787-010). Plates were placed at 37 °C, 5% CO_2_ for 15 days. Quantification was performed manually, counting total number of oncospheres under the microscope. A two-tail Mann–Whitney unpaired *t*-test was used to analyse statistical differences between groups.

### Organotypic formation assay

To form 3D organoids, cells were mixed in growth-reduced factor matrigel (BD Bioscience, cat no. 354230) in a concentration of 2,000 cells per 25 μl of matrigel. Each drop was dispensed in the center of the well from adherent 48-well plate and incubated for 15 min at room temperature. After matrigel is solidified, 250 μl of oncosphere assay media (see above) was added to each well. Every other day, media was changed, and organotypic 3D structures were grown for a total of 15 days. The total number of organoids was counted using a custom macro created by the Advance Digital Microscopy Core Facility at IRB Barcelona. The images shown are the result of the 42 pictures stitched (which recreates the whole drop) using a custom macro created by the Advanced Digital Microscopy Core Facility at IRB Barcelona and designed for the Fiji program. A two-tail Mann–Whitney unpaired *t*-test was used to analyse statistical differences between groups.

### Experimental procedures for patient data sets

We used the MSK-82 and EMC-344 data sets, which are based on HG-U133A and were combined, and the EMC-189 data set, which is based on HG-U133plus2 and was processed separately (GSE2603, GSE12276, GSE5327 and GSE2034 available at the Gene Expression Omnibus (GEO) public database). To remove systematic biases, the expression measurements were converted to *z*-scores for all genes before merging. Patient clinical records of the 615 primary tumour samples were extracted from supplemental material described by Zhang *et al.* ‘Latent bone metastasis in BCa tied to Src-dependent survival signals'^36^. Following the indications of the Cancer Cell manuscript (Supplementary Table 1, page 33 of Supplementary Material), we retrieved the metastasis site annotation from Table 8 of Bos *et al.* ‘Genes that mediate BCa metastasis to the brain^10^. The site of metastasis annotation was available for 560 out of the 615 samples. The median follow-up among all 560 patients was 4 years (range 0–14.25). The 55 patients with no time to metastasis reported were not included at any ulterior time after metastasis analysis. The median duration of follow-up was 7.667 years (range 0–14.25) for the 268 patients without metastasis and 1.917 years (range 0–9.583) for the 292 patients with metastasis.

As described elsewhere^37^, tumour specimens and mammoplasties were obtained from the Parc de Salut Mar Biobank (MARBiobanc, Barcelona, Spain), and the Valencia Clinic Hospital Biobank (Valencia, Spain), the Fundación Jiménez Díaz Biobank (Madrid, Spain). Primary breast tumours from formalin-fixed paraffin-embedded blocks were retrospectively selected from consecutive patients diagnosed between 1998 and 2000. The following criteria were required for patients enrollment: no neoadjuvant therapy; infiltrating carcinomas; operable; sufficient tissue for research purposes once fulfilled all clinical needs; and clinical follow-up. Normal breast tissue cases (*n*=20) were obtained from non-cancerous mammoplasties.

Tumour–node–metastasis was categorized using the staging system of the American Joint Committee on Cancer (AJCC). ER and PR were assessed by immunohistochemistry (IHC) (SP1 and PgR636 clones, respectively; Dako, Carpinteria, CA) establishing positivity criteria in ≥1% of nuclear tumour staining. Histological grade was defined following Scarff–Bloom–Richardson modified by Elston and Ellis, Histopathology (1991) 19: 403-410. FISH assays were used for HER2 amplification (PathVysion; Abbott Laboratories, Abbott Park, IL). Ki-67 was analysed by IHC (MIB1 clone; Dako). *BRCA1* and *BRCA2* gene status was tested in patients that required genetic counseling. The Ethics Committees of the three hospitals approved the study and informed consent from all subjects was secured.

## Additional information

**Accession codes:** The gene expression data used in Fig. 2b have been deposited in the Gene Expression Omnibus (GEO) public functional genomics data repository under the accession code GSE61164.

**How to cite this article:** Slebe, F. *et al.* FoxA and LIPG endothelial lipase control the uptake of extracellular lipids for breast cancer growth. *Nat. Commun.* 7:11199 doi: 10.1038/ncomms11199 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-6, Supplementary Tables 1-3, Supplementary Methods and Supplementary References.

## Figures and Tables

**Figure 1:**
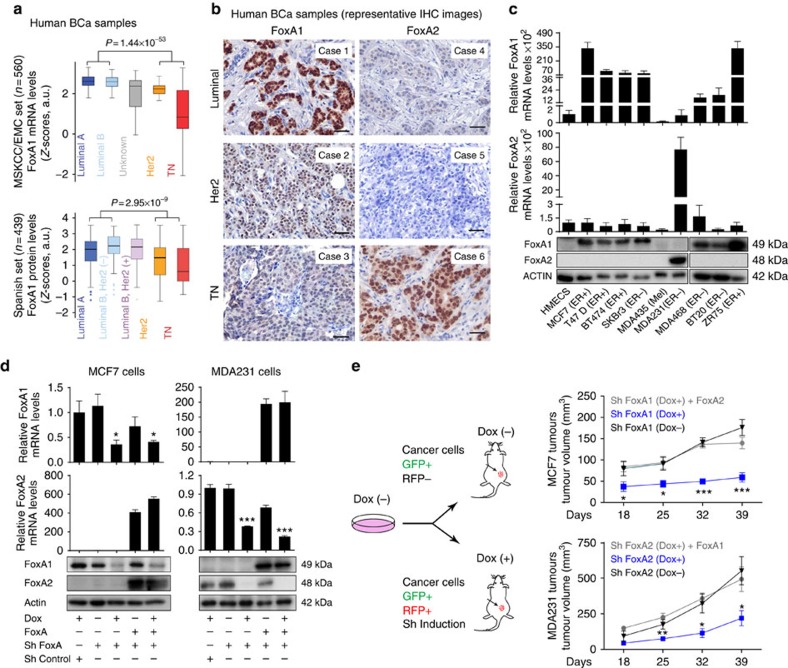
FoxA1 and FoxA2 in BCa growth. (**a**, top) FoxA1 mRNA expression in the MSKCC/EMC set. BCa samples were stratified in Luminal A, Luminal B, Her2, triple negative and unknown subgroups. The unknown group represents specimens that were not classified in any group. (bottom) FoxA1 protein levels by IHC staining in Luminal, Her2 and triple negative samples in the Spanish BCa set (cohort of 439 BCa patients). Data is average±s.d. (**b**) FoxA1 and FoxA2 IHC staining in FFPE human specimens representative of the different BCa subtypes. Six independent cases are depicted. FoxA1 and FoxA2 are expressed mainly in the nuclei of tumour cells. Scale bar, 50 μm. (**c**) FoxA1 and FoxA2 mRNA expression analysis by qRT-PCR and protein expression by western blot in human BCa cell lines compared with HMECs. *T*-test was used. Data are average±s.e.m.; *n*= 3. Of note, MDA435 are of melanoma origin. (**d**) FoxA1 and FoxA2 expression in MCF7, MDA231 and their derivatives cells by qRT-PCR and western blot. FoxA1 and FoxA2 depletion was achieved with a doxycycline-inducible short hairpin vector. FoxA-depleted cells were rescued by expression of FoxA2 in MCF7 cells or FoxA1 in MDA231 cells. Cell populations were cultured in the presence or absence of doxycycline for 6 days. *P* value is the result of *T*-test. Data are average±s.e.m.; *n*=3. *P≤0.05, ***P≤0.001 (**e**, left) Schematic representation of MDA231 and MCF7 cells grown without doxycycline and inoculated in Balb/c nude mice treated with or without doxycycline to induce the expression of the indicated FoxA short hairpins. All tumour cell lines have GFP constitutive expression, and tRFP concomitantly with the short hairpin were expressed in doxycycline treated tumours. (right) Tumour growth of the indicated cell populations inoculated in Balb/c nude mice are determined at the indicated time points. *P* value is the result of *T*-test. Data are average±s.e.m.; *n*= 5–8 tumours. *P≤0.05, **P≤0.01, ***P≤0.001. FFPE, formalin-fixed paraffin-embedded.

**Figure 2:**
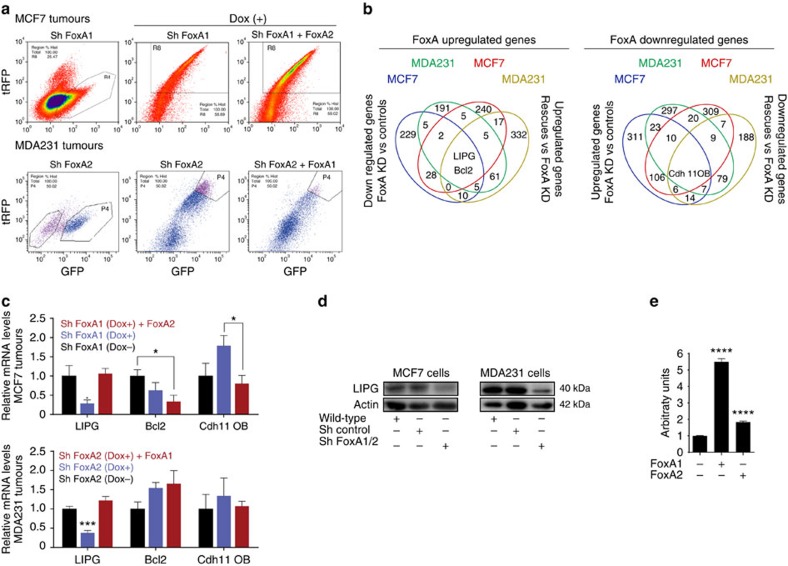
A genomic approach to identify FoxA1- and FoxA2-regulated transcripts in MCF7 and MDA231 cells. (**a**) FACS profiling of MCF7 and MDA231 cells derived from tumours isolated from mice on the basis of the expression of GFP+ and RFP− (control group) or GFP+ and tRFP+ (knockdown and rescue groups). (**b**) Representation of the transcripts up- and downregulated by FoxA in MCF7 and MDA231 cells isolated from tumours. Up- and downregulated transcripts present a Bayesian false discovery rate below 5% and fold change >2.5. (**c**) LIPG, Bcl2 and Cdh11OB mRNA levels of the indicated genetically modified MCF7 and MDA231 tumour xenografts analysed by qRT-PCR. *P* value is the result of *T*-test. Data are average±s.e.m.; *n*= 5–8 tumours. *P≤0.05, ***P≤0.001. (**d**) LIPG protein expression in constitutive shFoxA1 MCF7 or shFoxA2 MDA231 cells. (**e**) Promoter reporter assay in HEK 293 cells. Cells were transfected with LIPG promoter reporter and FoxA1 or FoxA2 expressing vectors when indicated. *P* value is the result of *T*-test. Data are average±s.e.m.; *n*=3. ****P≤0.0001.

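By fold alone, more genes were higher than lower after FoxA depletion in each line, and few genes were shared between the lines. In MCF7, 85 genes were at least 2.5-fold higher and 28 lower in depleted than in control cells, and in MDA231 103 were higher and 27 lower. In construct-bearing cells with against without Dox, 38 of the 85 and 20 of the 28 were repeated in MCF7. In MDA231, 3 of the 130 were repeated. Of those 130, 64 read nearer to depleted than to control cells in construct-bearing MDA231 cells without Dox. In MCF7 this held for 1.8% of the 113 genes changed on depletion. On rescue, 22 genes were higher and 38 lower in MCF7, against 179 and 141 in MDA231. Higher in depleted cells of both lines were 5 genes, CDH11, COL1A2, COL3A1, SPARCL1 and TNFRSF11B, where independent lists of those sizes would share 0.48. In MDA231, all of them but SPARCL1 were about as high or higher in construct-bearing cells without Dox as in depleted cells. TNFRSF11B read 5.79 in control, 7.68 in depleted and 8.07 in those construct-bearing cells, and SPARCL1 read 3.09, 4.80 and 3.63. No gene was at least 2.5-fold lower after depletion in both lines, and none was higher after rescue in both. KMO and PADI2 were lower after rescue in both lines, where 0.294 would be shared by independent lists. Large differences were also found in each line by itself. In depleted MCF7 cells COL1A1, the matrix protein EFEMP1 (4.67) and the mesenchymal homeobox gene PRRX1 (4.51) led on the higher side, with the intestinal stem-cell marker OLFM4 (-4.13), the early growth response factor EGR4 (-2.83), the integrin ITGA8 (-2.20) and the Wnt-feedback gene AXIN2 (-1.85) on the lower side. In depleted MDA231 cells COL3A1 had the largest difference, and the calcification inhibitor MGP (4.67), the netrin receptor UNC5B (4.51), KCTD15 (4.41), the G protein subunit GNG2 (4.02) and the transcription factor TFAP2C (3.96) were higher, and COX7B2 (-4.60), the adhesion molecule MCAM (-2.62) and AGR2 (-2.42) were lower. For COL3A1, UNC5B, GNG2, COX7B2 and MCAM, construct-bearing MDA231 cells without Dox stood apart from control cells too. UNC5B read 4.27 in control, 8.78 in depleted and 9.00 in those construct-bearing cells, and COX7B2 read 7.64, 3.04 and 2.88. MGP, KCTD15 and TFAP2C were nearer to control there (TFAP2C 4.40, 8.36 and 5.45), and AGR2 was above control. On rescue of MDA231 with FoxA1, besides TFF1 and TFF3, the secretory epithelial gene AGR2 (6.18), TNS4 (5.30), CAPN8 (5.29), TMPRSS3 (5.29) and CD24 (4.77) were higher. On rescue of MCF7 with FoxA2, the alarmin S100A8 was higher (3.96), and DAB2 (-3.66), NIBAN1 (-2.46) and GRB14 (-2.32) were lower.

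Within a line, genes 2.5-fold lower in depleted cells than in both control and rescued cells numbered 0 in MCF7 and 7 in MDA231 (AGR2, CCN4, EPB41L4B, HSPB8, SEL1L3, SPANXC and ZG16B). Those 2.5-fold higher than in both numbered 7 in MCF7 (ANXA1, CD36, CELF2, GRB14, IGDCC4, ITGBL1 and PRRX1) and 38 in MDA231. Both comparisons of a line share the depleted array, which adds genes to these overlaps. Genes named here by line were chosen after their values were seen. The false discovery rate of the legend was not computed within a line, where each population has 1 array, so these counts rest on fold alone.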

**Figure 3:**
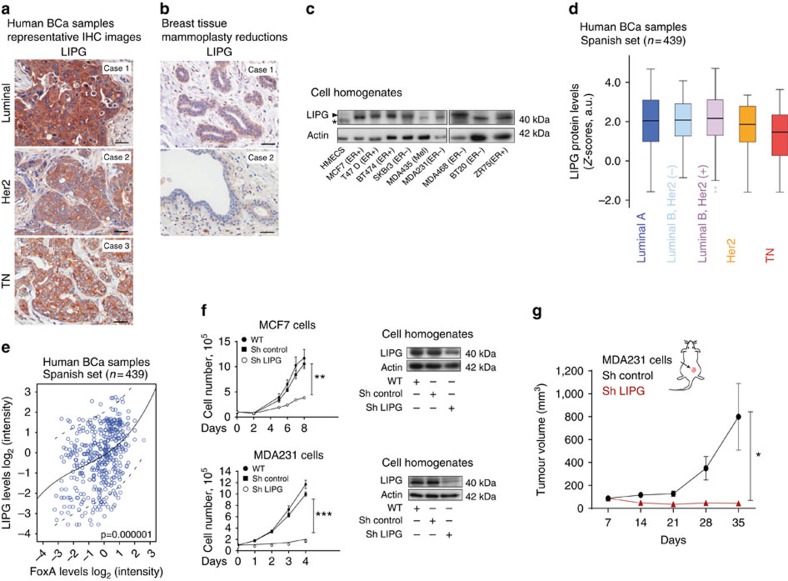
LIPG contributes to BCa growth. (**a**) Representative LIPG IHC staining on primary BCa tissues (cohort of 439 BCa patients). LIPG is expressed in the cytoplasm of tumour cells. Faint staining is also detected in the extracellular area. Scale bar, 50 μm. (**b**) Representative LIPG IHC staining in normal breast tissue from mammoplasty reductions. Weak LIPG expression occurs in epithelial cells from ducts and lobuli. Scale bar, 50 μm. (**c**) LIPG protein expression in human cancer cell lines compared with HMECs. Actin was used as loading control. *Unspecific band. Of note, MDA435 are of melanoma origin. (**d**) LIPG protein levels by IHC staining in Luminal, Her2, and triple negative samples in the Spanish BCa set (cohort of 439 BCa patients). Data is average±s.d. (**e**) Spearman correlation (*P*=0.000001) between FoxA and LIPG IHC staining intensities in Spanish BCa set (cohort of 439 BCa patients). (**f**) Left panel, *in vitro* proliferation curves of MCF7 and MDA231 cells transduced with a control or a LIPG short hairpin. Data are average±s.e.m.; *n*=3. (right) LIPG protein expression in shLIPG MCF7 and shLIPG MDA231 cells. The blot shown is representative of three independent experiments. *P* value is the result of *T*-test.**P≤0.01, ***P≤0.001. (**g**) Tumour growth of the indicated cell populations inoculated in Balb/c nude mice are determined at the indicated time points. *P* value is the result of *T*-test. Data are average±s.e.m.; *n*= 6–8 tumours. *P≤0.05.

**Figure 4:**
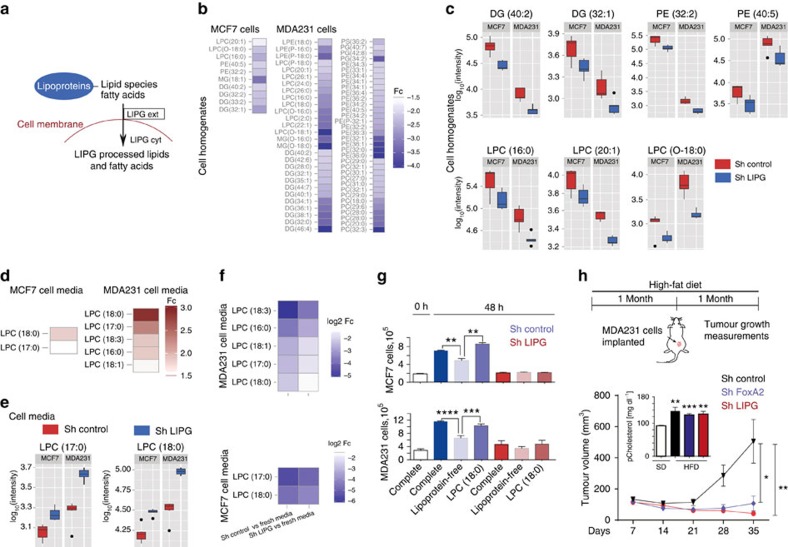
LIPG regulates the uptake of lipids in BCa cells inducing a lipid metabolic reprograming. (**a**) Schematic representation of LIPG action. (**b**) Heat map representation of the downregulated (blue) lipids identified by MS/MS in the cell homogenates of MCF7 or MDA231 LIPG-depleted cells compared with shControl cells. Depicted lipids have a fold change >1.5 and *P* value<0.05 using the Welch's *t*-test *n*=5. (**c**) Downregulated lipid species (previously identified in **b**) that are common to LIPG-depleted MCF7 and LIPG-depleted MDA231 cells. ShControl cells (red box), and shLIPG (blue box). *P* values are <0.05 and calculated using Welch's *t*-test, *n*=5. Whiskers extend to a maximum of 1.5 × IQR beyond the box. (**d**) Heat map representation of the upregulated (red) lipids identified by MS/MS in the media of MCF7 or MDA231 LIPG-depleted cells compared with the corresponding shControl cells. Characterized lipids have a fold change >1.5 and *P* value<0.05 using the Welch's *t*-test *n*=5. (**e**) Upregulated lipid species in the media (previously identified in **d**) that are common to LIPG-depleted MCF7 and LIPG-depleted MDA231 cells. ShControl cells (red box), and shLIPG cells (blue box). *P* values are <0.05 and calculated using Welch's *t*-test, *n*=5. Whiskers extend to a maximum of 1.5 × IQR beyond the box. (**f**) Heat map representation of the MS/MS downregulated (blue) lipids in the cell media of MCF7/MDA231 LIPG-depleted or shControl cells (as described in **d**) compared with fresh medium (without cell incubation). Depicted lipid species have a log_2_ fold change>1.5 and *P* value<0.05 using the Welch's *t*-test *n*=5. (**g**) MDA231 and MCF7 cell growth for 48 h in complete medium: medium containing 10% FBS 10%); lipoprotein-free medium: medium containing 10% free lipoprotein FBS; and LPC (18:0): medium containing 10% free lipoprotein FBS and 20 μM of LPC (18:0). *P* value is the result of *T*-test. Data are average±s.e.m.; *n*=3. **P≤0.01, ***P≤0.001, ****P≤0.0001. (**h**) Above, schematic representation of the experimental protocol used. (bottom) Tumour growth of the indicated cell populations inoculated in Balb/c nude mice treated with high-fat diet (HFD) are determined at the indicated time points. *P* value is the result of *T*-test. Data are average±s.e.m.; *n*= 6–8 tumours. *P≤0.05, **P≤0.01. Inside graph, plasma cholesterol levels of animals treated with standard diet (SD) or HFD. *P* value is the result of *T*-test. Data are average±s.e.m.; *n*= 4 animals per group. **P≤0.01, ***P≤0.001.

**Figure 5:**
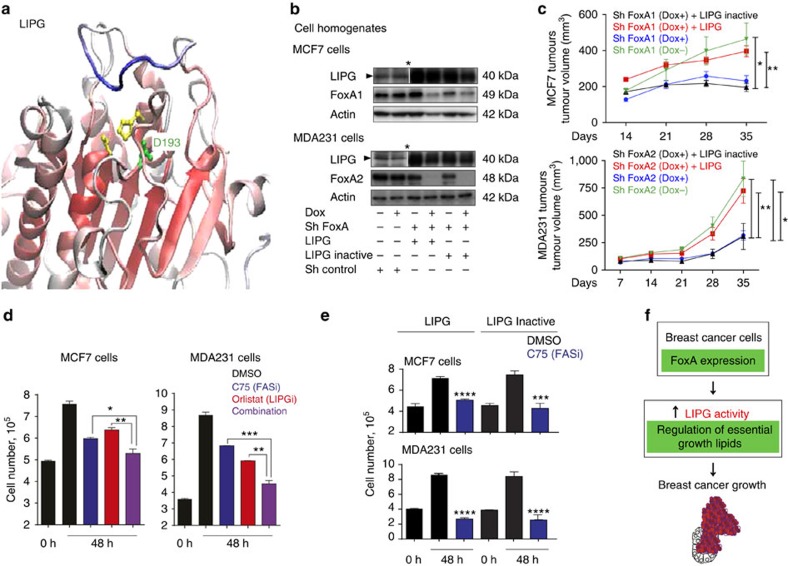
LIPG activity is essential for BCa growth. (**a**, top) Homology 3D structural model of LIPG (backbone coloured according to the QMEANlocal parameter values; red residues with low error). The heavy atoms of the three catalytic residues are shown explicitly and the residue mutated in this study is shown in green (Asp 193). (**b**) FoxA1, FoxA2 and LIPG protein expression in MCF7, MDA231 and their derivative cells determine by western blot. FoxA1 and FoxA2 depletion was achieved with a doxycycline-inducible short hairpin vector. FoxA-depleted cells were rescued by expression of a WT or Inactive LIPG. Cell populations were cultured in the presence or absence of doxycycline for 6 days. *blots represent different exposition times. (**c**) Tumour growth of the indicated cell populations inoculated in Balb/c nude mice are determined at the indicated time points. *P* value is the result of *T*-test. Data are average±s.e.m.; *n*=5–8 tumours. *P≤0.05, **P≤0.01. (**d**) MDA231 and MCF7 cell growth for 48 h treated with DMSO (control), FAS inhibitor (C75) and/or lipase inhibitor (Orlistat). For MDA231 cells C75 was used at a final concentration of 10 μg ml^−1^ and for MCF7 cells 8 μg ml^−1^. Orlistat was used at a final concentration of 30 or 10 μg ml^−1^ in MCF7 or MD231 respectively. *P* value is the result of *T*-test. Data are average±s.e.m.; *n*=3.*P≤0.05, **P≤0.01, ***P≤0.001. (**e**) Forty-eight hours cell growth of MDA231 or MCF7 cells overexpressing exogenous WT or Inactive LIPG. Cells were treated with DMSO (control) and FAS inhibitor (C75) at a final concentration of 20 μg ml^−1^. *P* value is the result of *T*-test. Data are average±s.e.m.; *n*=3.***P≤0.001, ****P≤0.0001 (**f**) Schematic representation showing how FoxA controls LIPG and lipid metabolism to support tumour growth.

# Supplementary material for: FoxA and LIPG endothelial lipase control the uptake of extracellular lipids for breast cancer growth
**Source:** Nat Commun. 2016 Apr 5;7:11199. doi: 10.1038/ncomms11199
**Supplement:** Supplementary Information — Supplementary Figures 1-6, Supplementary Tables 1-3, Supplementary Methods and Supplementary References.

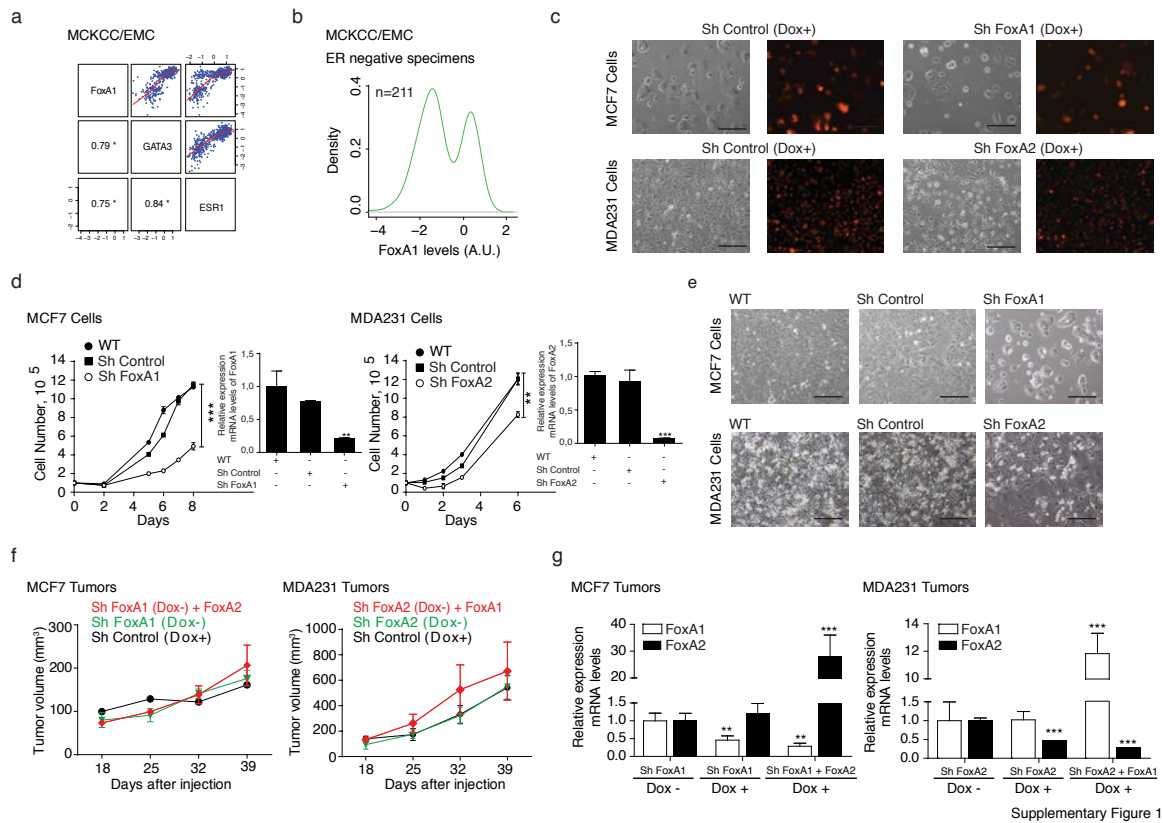

Supplementary Figure 1

Figure S1 related to Figure 1.- FoxA family of transcription factors and breast cancer growth.

(a) Correlation plots between the expression of the indicated genes in human breast cancer specimens (MCKC/EMC set). The values are the Spearman estimates of the correlations, with the asterisk showing that the significance p values are <0.05.

(b) Kernel density plot of FoxA1 mRNA expression in human breast cancer specimens (MCKC/EMC set). Plot represents specimens without estrogen receptor expression (ER-).

(c) tRFP detection in MCF7, MDA231 and their derivative cells. Cell populations were cultured in the presence of doxycycline for 6 days to induce the expression of tRFP concomitantly with the expression of FoxA short hairpin.

(d) FoxA1 and FoxA2 gene expression analysis by qRT-PCR and *in-vitro* growth of shFoxA1 MCF7 cells and shFoxA2 MDA231 cells compared with shControl cells. P value is the result of T-test. Data are average $\pm$ SEM; n=3. ** $p \leq 0.01$, *** $p \leq 0.001$.

(e) Light microscopy of shFoxA1 MCF7 cells and shFoxA2 MDA231 cells compared with shControl cells. Pictures were taken at the last point of the growth curve from figure S1D.

(f) Tumor growth of control cell populations inoculated in Balb/c nude mice are determined at the indicated time points. Black lines: MCF7 and MDA231 sh control tumors treated with doxycycline, green lines: MCF7 sh FoxA1 or MDA231 sh FoxA2 tumors treated without doxycycline, red lines: MCF7 sh FoxA1 or MDA231 sh FoxA2 tumors overexpressing FoxA2 or FoxA1 respectively without doxycycline treatment. P value is the result of T-test. Data are average $\pm$ SEM; n= 3–5 tumors.

(g) FoxA1 (white bars) and FoxA2 (black bars) mRNA levels of the indicating MCF7 and MDA231 tumor xenografts analyzed by qRT-PCR. P value is the result of T-test. Data are average $\pm$ SEM; n= 5–8 tumors. ** $p \leq 0.01$, *** $p \leq 0.001$.

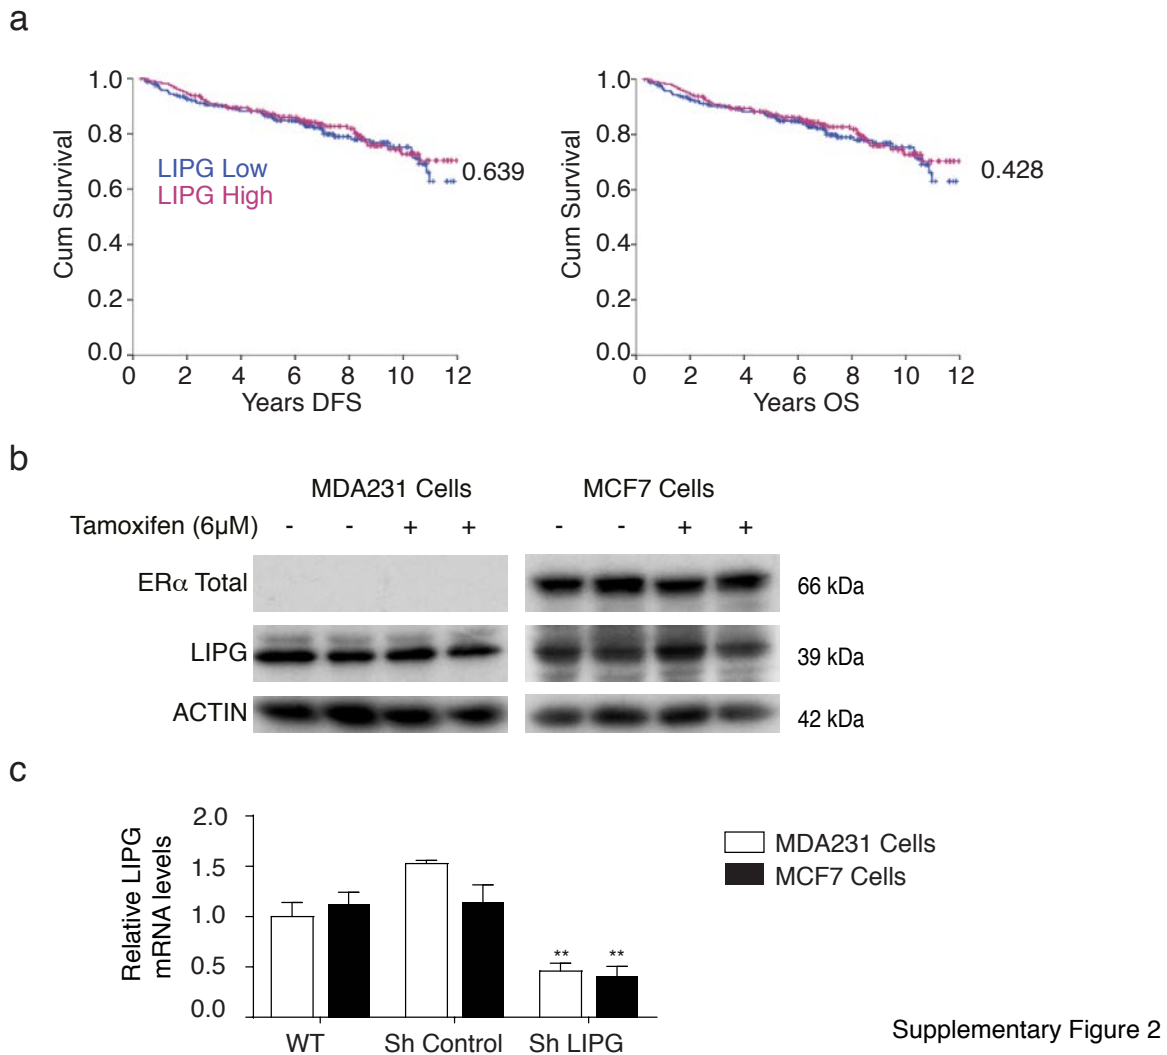

Supplementary Figure 2.- Clinical outcome for LIPG expression in Spanish data set and LIPG expression in tamoxifen treated cells or LIPG depleted cells.

(a) LIPG association with disease-free survival and overall survival in breast cancer specimens (Spanish set). Low (blue lines) and high (red lines) represent LIPG protein expression levels

(b) LIPG and total ER α immunoblots of MCF7 and MDA231 cells treated with or without tamoxifen (6 μ M). The blot shown is representative of 3 independent experiments.

(c) LIPG gene expression analysis by qRT-PCR in LIPG depleted MCF7 and MDA231 cells compared with shControl cells. P value is the result of T-test. Data are average $\pm$ SEM; n= 3. ** p $\leq$ 0.01.

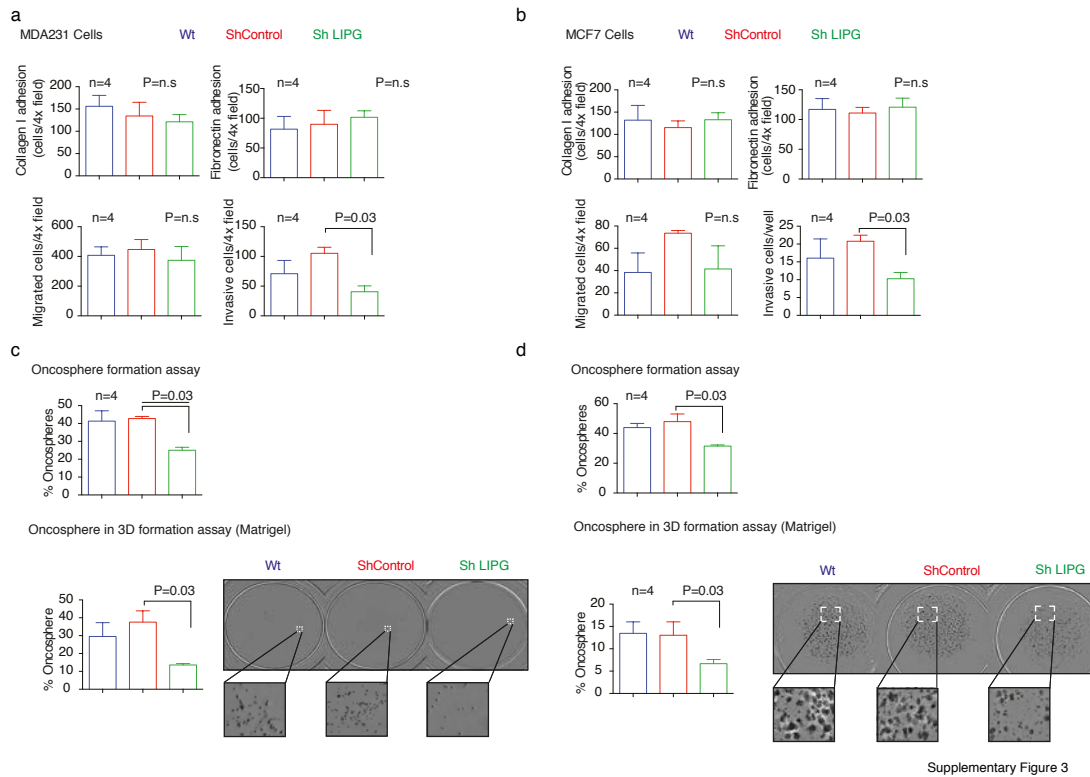

Supplementary Figure 3.- LIPG drives invasion and self-renewal properties.

(a and b) Migration, adhesion and invasion assays in MCF7 and MDA231 LIPG depleted cells compared with ShControl cells . P value is the result of T-test. Data are average $\pm$ SEM; n= 4.

(c and d) Microscopy images and quantification of oncospheres in LIPG depleted MCF7 and MDA231 cells compared with ShControl cells. P value is the result of T-test. Data are average $\pm$ SEM; n= 4.

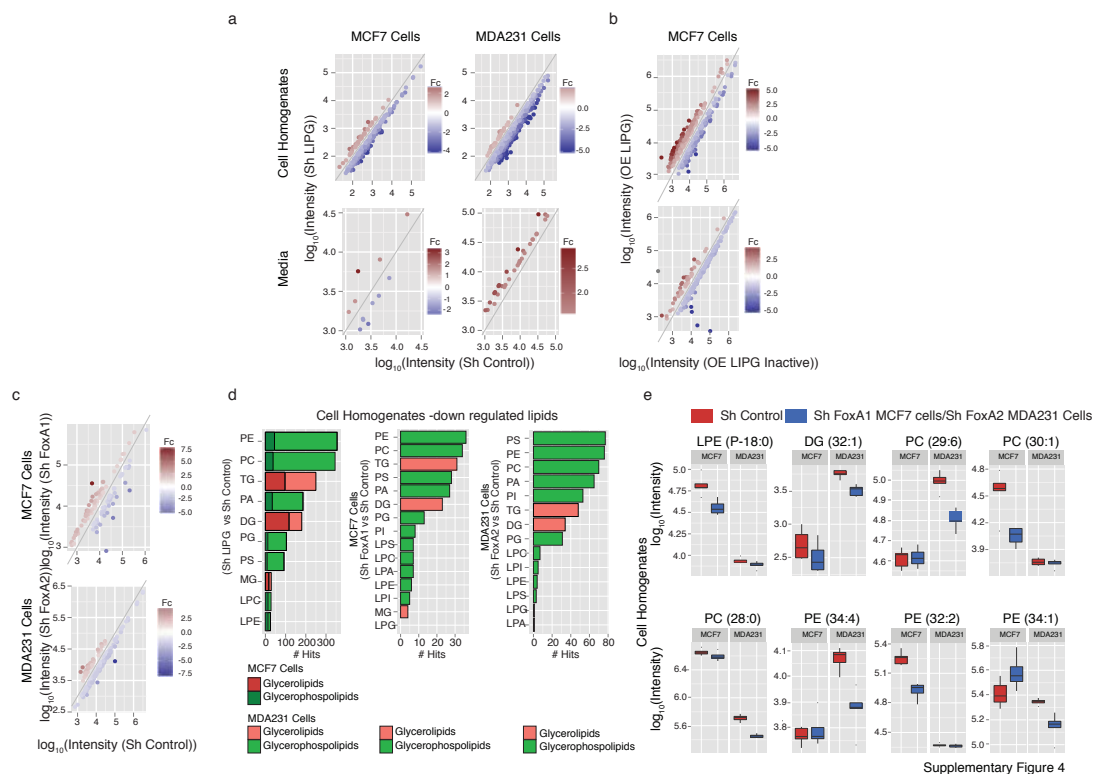

Supplementary Figure 4

Supplementary Figure 4.- Lipidomic approach to determine the metabolic reprogramming in LIPG, FoxA1 or FoxA2-depleted breast cancer cells.

- (a) Down-regulated (blue dots) and up-regulated (red dots) metabolic features found in the cell homogenates or media of MCF7 or MDA231 shLIPG cells compared to shControl cells. The feature intensity is a $\log_{10}$ representation of m/z peak intensities by mass spectrometry.
- (b) Down-regulated (blue dots) and up-regulated (red dots) metabolic features found in the cell homogenates or media of MCF7 cells overexpressing WT LIPG compared to MCF7 cells overexpressing inactive LIPG. The feature intensity is a $\log_{10}$ representation of m/z peak intensities by mass spectrometry.
- (c) Down-regulated (blue dots) and up-regulated (red dots) metabolic features found in the cell homogenates of shFoxA1 MCF7 or shFoxA2 MDA231 cells compared to shControl cells. The feature intensity is a $\log_{10}$ representation of m/z peak intensities by mass spectrometry.
- (d) Down-regulated glycerolipids, glycerophospholipids, and sphingolipids in cell homogenates of LIPG, FoxA1 or FoxA2 -depleted versus shControl cells.
- (e) Certain down-regulated lipid species in shLIPG MCF7/MDA231 cells (previously identified in Figure 4b) are also decreased in FoxA1-depleted MCF7 and FoxA2-depleted MDA231 cells. Lipid species intensities are represented in box plots as $\log_{10}$ intensity. ShControl cells (red box), and shLIPG cells (blue box). P-values are <0.05 and calculated using Welch's t-test, $n=5$.

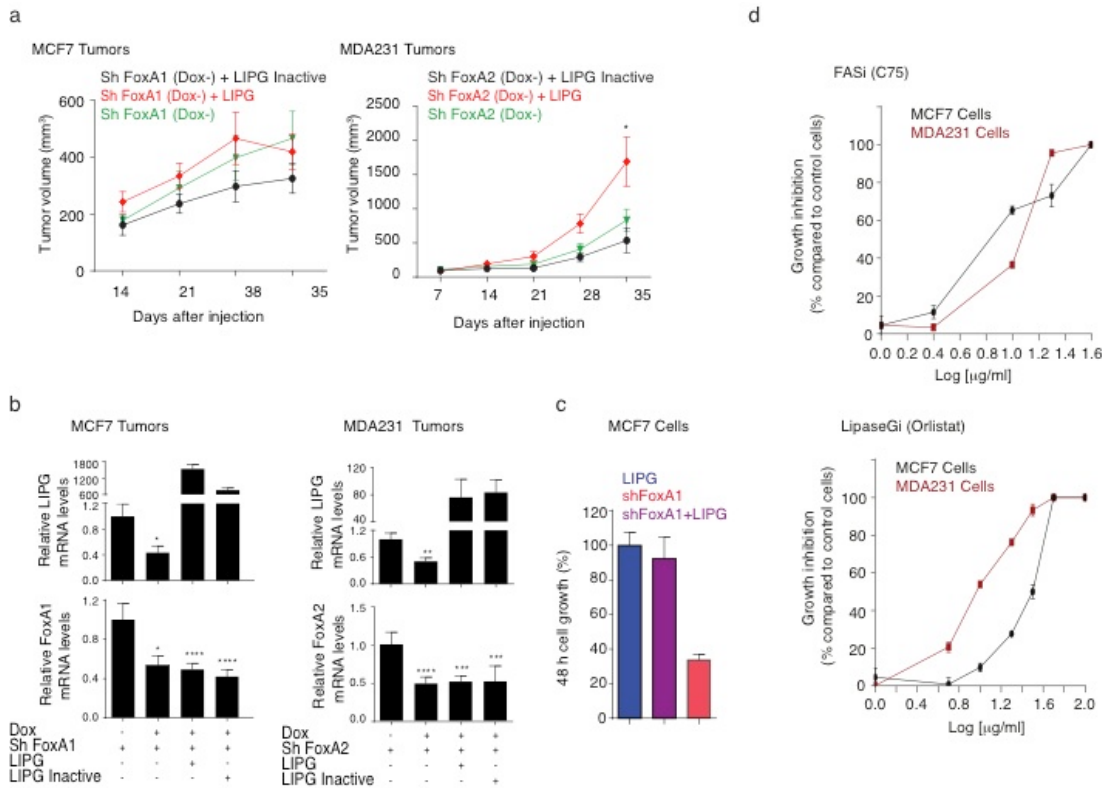

Supplementary Figure 5

Supplementary Figure 5.- LIPG activity is essential for breast tumor growth.

(a) Tumor growth of control cell populations inoculated in Balb/c nude mice are determined at the indicated time points. Green lines: MCF7 sh FoxA1 or MDA231 sh FoxA2 tumors without doxycycline treatment, red lines: MCF7 sh FoxA1 or MDA231 sh FoxA2 tumors overexpressing WT LIPG without doxycycline treatment, black lines: MCF7 sh FoxA1 or MDA231 sh FoxA2 tumors overexpressing inactive LIPG without doxycycline treatment. P value is the result of T-test. Data are average $\pm$ SEM; n= 3–5 tumors.

(b) FoxA1, FoxA2 and LIPG gene expression analysis by qRT-PCR in the corresponding tumor population *ex-vivo*. P value is the result of T-test. Data are average $\pm$ SEM; n= 5–8 tumors. * $p \leq 0.05$, ** $p \leq 0.01$, *** $p \leq 0.001$, **** $p \leq 0.0001$.

(c) Cell growth inhibition (%) of MDA231 and MCF7 treated for 48 h with FAS inhibitor (C75) and/or Lipase inhibitor (Orlistat) and compared with DMSO treatment (control). Concentration of drugs are represented as log.

(d) Cell Growth (%) of FoxA1 depleted MCF7 cells with or without WT LIPG expression for 48h. P value is the result of T-test. Data are average $\pm$ SEM; n=3

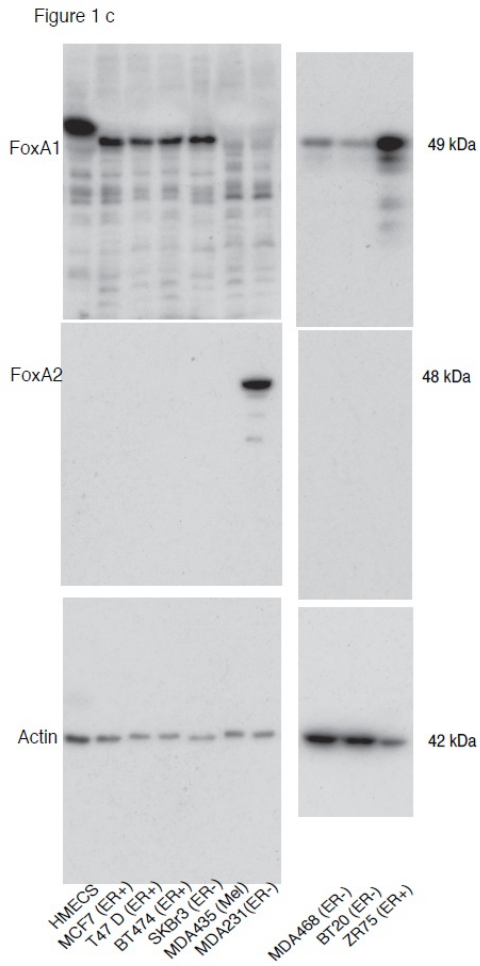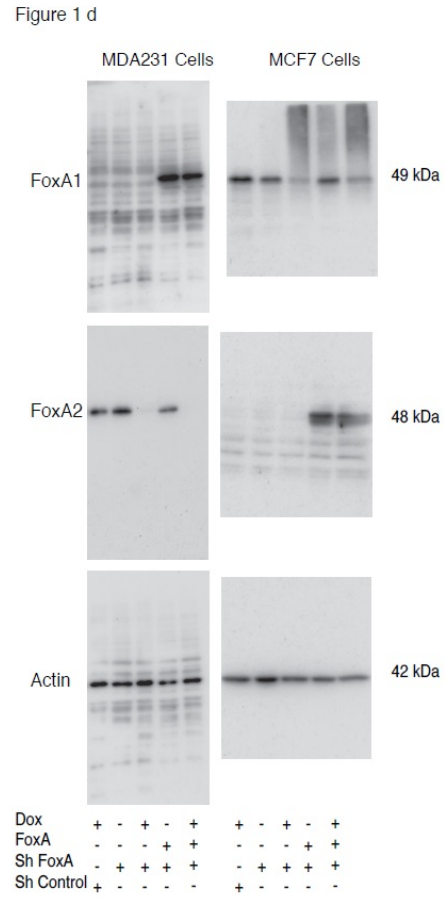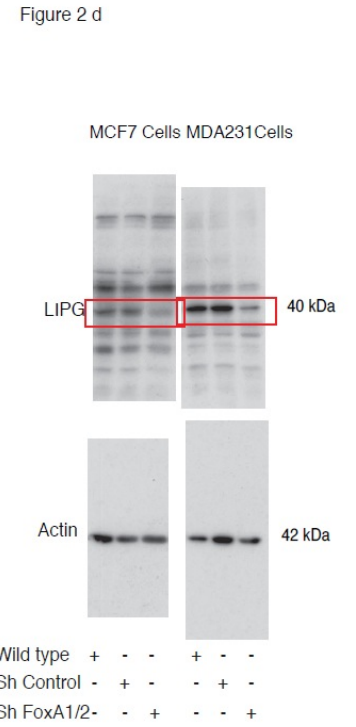

Supplementary Figure 6

Supplementary Figure 6.-Complete western blots of the gels depicted in the manuscript

Figure 3c

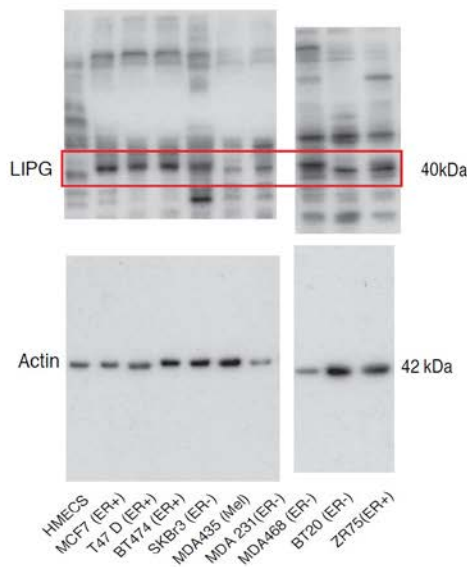

Figure 3f

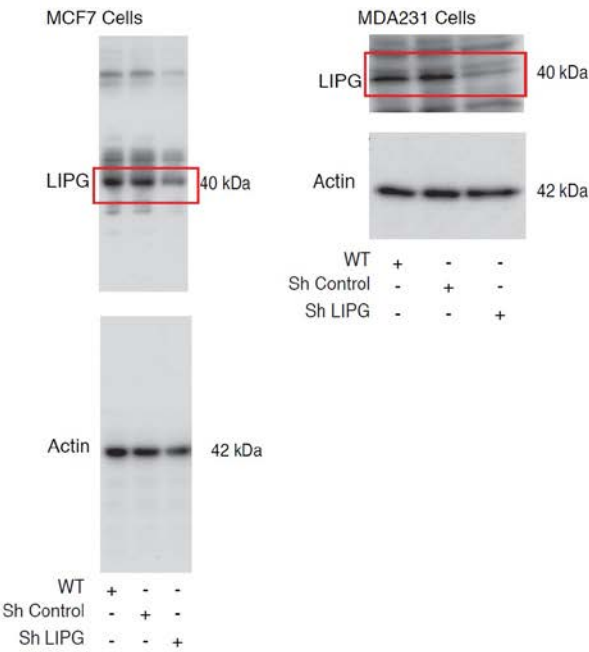

Supplementary Figure 6.- (Continuation) Complete western blots of the gels depicted in the manuscript

Figure 5b

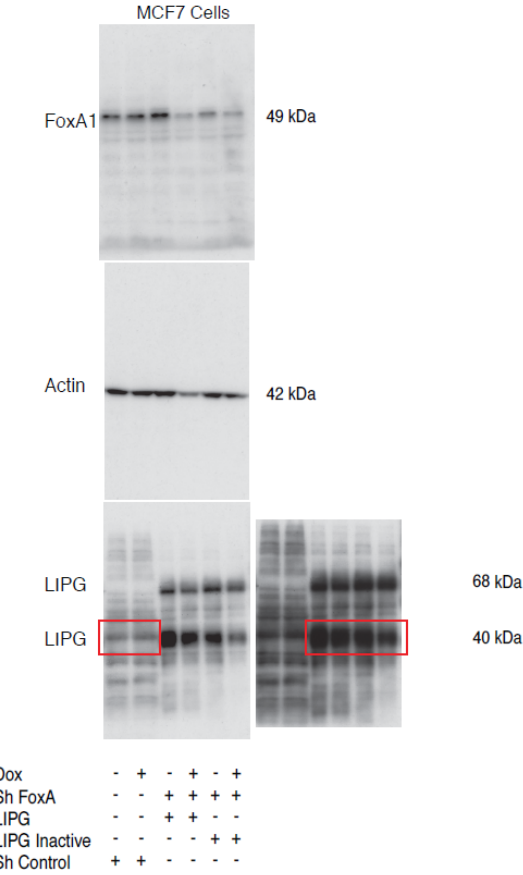

Supplementary Figure 2b

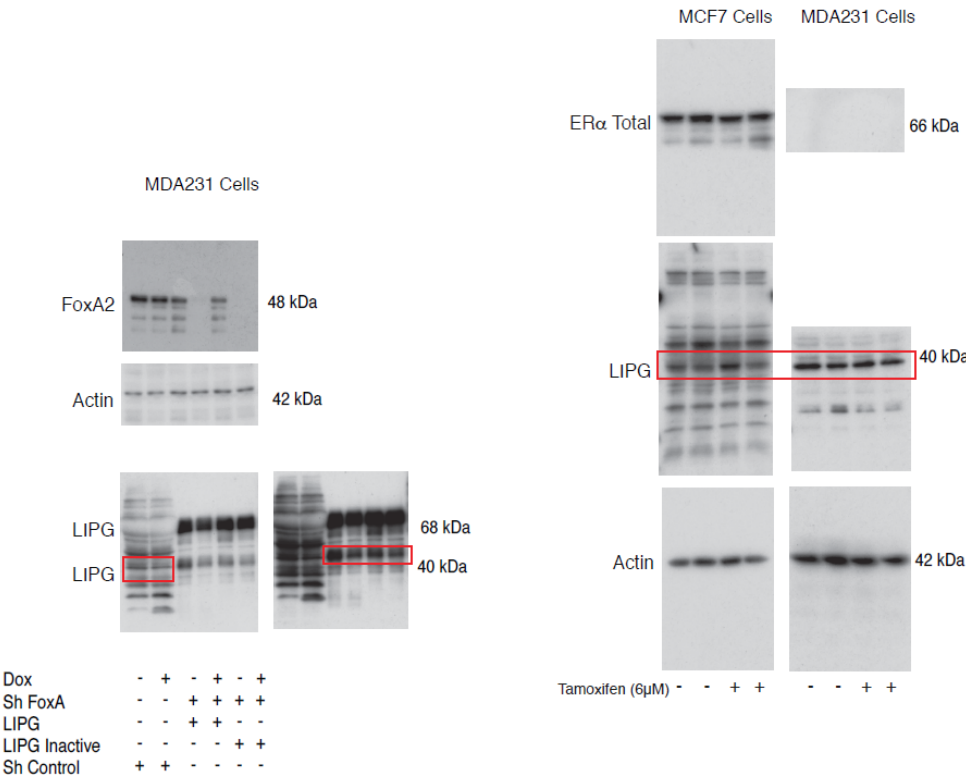

Supplementary Figure 6.- (Continuation) Complete western blots of the gels depicted in the manuscript

Supplementary Table 1.- FoxA1 and FoxA2 expression in Spanish data set

	Number of Tumors	Percentage of Tumors
Total Tumors	439	100.0%
Luminal-like (ER+)	326	74.3%
FoxA1+	289	65.8%
FoxA2+	0	0.0%
Non-luminal-like (ER−)	113	25.7%
FoxA1+	62	14.1%
FoxA2+	6	1.4%
FoxA+ Tumors	357	81.3%

Supplementary Table 2.- CDH11, Bcl2 and LIPG expression in the Affymetrix analysis

**MCF7 Cells**			
**(Sh FoxA1 (Dox-) vs. ShFoxA1 (Dox+))**		**Sh FoxA1 (Dox+) vs. Sh FoxA1(Dox+)+FoxA2**	
Symbol	Fold Change	Symbol	Fold Change
CDH11	-3.71	CDH11	2.55
Bcl2	3.06	Bcl2	-3.37
LIPG	3.23	LIPG	-5.94

**MDA231 Cells**			
**Sh FoxA2 (Dox-) vs. ShFoxA2 (Dox+)**		**Sh FoxA2 (Dox+) vs. Sh FoxA2(Dox+)+FoxA1**	
Symbol	Fold Change	Symbol	Fold Change
CDH11	-5.18	CDH11	3.74
Bcl2	4.98	Bcl2	-3.29
LIPG	5.19	LIPG	-3.93

Supplementary Table 3.- LIPG expression in Spanish data set

		Number of Tumors	Percentage of Tumors
Total Tumors		439	100.0%
Luminal-like (ER+)		326	74.3%
	LIPG+	279	63.6%
ER–Non-Luminal like (ER-)		113	25.7%
	LIPG+	89	20.3%
LIPG+ Tumors		368	83.8%

Supplementary Methods

FACS sorting

Tumors were isolated as described previously ¹. Subcutaneous tumors were removed from the mice, and a fraction of the tumor was cut into pieces and incubated in buffer containing Collagenase IV (Sigma Aldrich) for 30 min at 37°C. Samples were further homogenized using an 18G needle and then passed through a 70-µm mesh filter and centrifuged at 1200 rpm for 5 min at 4°C. The pellet obtained was incubated in an ammonium chloride buffer for 3 min at room temperature to lyse erythrocytes. It was then washed, resuspended in DMEM 10% FBS containing 10 µg/mL PI, and sorted in a FACS Aria 2.0 (BD). Cells were sorted on the basis of GFP and RFP expression and then collected in DMEM 10% FBS. After collection, total RNA was extracted.

Animal studies and xenograft models

All animal work was done in accordance with the protocol approved by the institutional Animal Care and Use Committee of the Institute for Research in Biomedicine (IRB Barcelona) and the Parc Científic de Barcelona (CEEa). For assays involving subcutaneous implanted tumors, cells were harvested by trypsinization, washed twice with PBS, and counted. They were then resuspended in 50 µl growth factor-reduced Matrigel. Female Balb/c nude mice 4-6 weeks old were treated with or without doxycycline in drinking water throughout the experiment. After the second week of treatment, mice were anesthetized using a cocktail of 100 mg/kg ketamine and 10 mg/kg xylazine. A cell suspension of 1×10^6 cells was inoculated subcutaneously. Tumor growth was monitored weekly. An estrogen pellet was implanted in mice injected with MCF7 cells (ER+). Tumor growth rates were analyzed by measuring tumor length (L) and width (W), and

calculating tumor volume based on the formula $Volume = \pi LW^2/6$. Mice were killed at day 35 or 39 post cell inoculation, and tumors were extracted. A fraction of the tumor was used to purify tumor cells. Another fraction was directly frozen in dry ice for protein and RNA extraction. An assessment of the number of animals required for each procedure has been performed using Statistical Power Analysis and taking into consideration the above statistical test, significance level of 5% and statistical power of 80%. An estimate of variance has been inferred from previous experiments, specially considering the variability of metastatic burdens in xenograft assays.

Plasma cholesterol measurement

Plasma was obtained from the extracted blood by centrifugation (1650 g, 20 min) at 4°C and stored at -20°C until assayed. Plasma total cholesterol was determined spectrophotometrically using a commercial kit (HORIBA ABX, Montpellier, France).

Metabolomic studies

Lipid extraction method

Fresh media (media without cells) and culture media removed from cells were freeze in nitrogen liquid and lyophilized. The culture plates with the remaining cells were freeze in nitrogen liquid and then placed on dry ice. Cells were scrapped immediately in 1 mL of cold ultrapure water, after which the solution was frozen and lyophilized. Lipids were extracted from lyophilized samples (cell homogenates and media) by adding 570 µL of a cold mixture of dichloromethane/methanol (2:1 v/v). The resulting suspension was vortexed and bath-sonicated for 5 min. We subsequently added 120 µL of cold water and vortexed samples again. Organic and aqueous layers were allowed to equilibrate for 10 min at room temperature. Cell lysates were centrifuged (15,000 rpm, 15 min at 4°C), and the organic phase (lipidic) was collected for drying under a stream of nitrogen. Lipid pellets were resuspended in 300 µL of

acetonitrile/isopropanol/water (65:30:5 v/v) for LC-MS analysis. 100 µL of culture media was lyophilized and subsequently resuspended in dichloromethane/methanol (2:1 v/v) following the same procedure as that used for cells, with the exception that lipid pellets were resuspended in 200 µL (acetonitrile: isopropanol: water (65:30:5 v/v)).

LC/MS analysis

Untargeted LC/MS analyses were performed using an UHPLC system (1200 series, Agilent Technologies) coupled to a 6550 ESI-QTOF MS (Agilent Technologies) operating in positive (ESI+) or negative (ESI-) electrospray ionization mode. Lipids were separated by reverse phase chromatography with an Acquity UPLC C8 column (150 x 2.1 mm, 1.8 µm). Mobile phase A = water/acetonitrile (60:40) (10 mM ammonium formate and 0.1% formic acid) and B = isopropanol/acetonitrile (95:5) (10 mM ammonium formate, 0.1% formic acid and 0.1% H₂O). Solvent modifiers, such as 0.1% formic acid and 10 mM ammonium formate, were used to enhance ionization, as well as to improve the LC resolution in both positive and negative ionization modes. The elution gradient started at 32% B (time 0–1 min), increased to 60% of B (time 1–4 min) and increased again to 100% B over 11 min (time 4–15 min). The injection volume was 2 µL for cell lipids and 5 µL for media lipids. ESI conditions: gas temperature, 150 °C; drying gas, 13 L min⁻¹; nebulizer, 35 psig; fragmentor, 150 V; and skimmer, 65 V. The instrument was set to work over the m/z range 50–1200 with an acquisition rate of 3 spectra/sec. For compound identification, MS/MS analyses were performed in targeted mode, and the instrument was set to acquire spectra over the m/z range 50–1000, with a default iso width (the width at half-maximum of the quadrupole mass bandpass used during MS/MS precursor isolation) of 4 m/z. The collision energy was fixed at 20 V.

Data analysis

Data from cells and media were treated in the same way. LC/MS (ESI+ and ESI- mode) data were processed using the XCMS² software (version 1.34.0) to detect and align mzRT features. A feature is defined as a molecular entity with a unique m/z and a specific retention time. XCMS analysis of these data provided a matrix containing the retention time, m/z value, and integrated peak area of each feature for each sample of cells and culture medium. We constrained the initial number of features by means of the following criteria: only features above an intensity threshold of 5,000 and 2,000 counts for the analysis of cells and media respectively were retained for further statistical analysis. Quality control samples (QCs) consisting of pooled cells and media samples from each condition were injected at the beginning and periodically every four samples. The performance of the LC/MS platform for each mzRT feature detected in MDA-231 and MCF7 samples was assessed by calculating the relative standard deviation of these features on pooled samples (CV_{QC}), following³. We normalized peak intensities to dry weight of cells to account for cell number differences between plates. Next, the intensities of the mzRT features in sh LIPG and sh control samples were compared using Welch's t-test in both MCF7 and MDA-231 cell lines and in media. Differentially regulated lipids (p value < 0.05 and fold > 1.5) were retained for further tandem MS characterization. Lipid structures were identified by matching tandem MS spectra against reference standards in LIPIDMAPS⁴ and/or LipidBlast⁵ databases.

Protein Structure Modeling

The structure of the N-terminal domain of human endothelial lipase precursor (residues 47 to 346 in uniprot Q9Y5X9) was modeled with the web tools provided by SWISS-MODEL (swissmodel.expasy.org) by using the structure of pancreatic lipase-related protein 1 as a template (pdb code 2ppl), with which it shares 38% sequence identity. With the exception of the lid region and the loops connecting secondary structure elements, which are expected to present substantial dynamics, the quality of the modeled structure was considered good by the QMEAN server (swissmodel.expasy.org/qmean/cgi/index.cgi).

Supplementary References

1. Merlos-Suarez A, *et al.* The intestinal stem cell signature identifies colorectal cancer stem cells and predicts disease relapse. *Cell stem cell* **8**, 511-524 (2011).
2. Smith CA, Want EJ, O'Maille G, Abagyan R, Siuzdak G. XCMS: processing mass spectrometry data for metabolite profiling using nonlinear peak alignment, matching, and identification. *Analytical chemistry* **78**, 779-787 (2006).
3. Vinaixa M, Samino S, Saez I, Duran J, Guinovart JJ, Yanes O. A Guideline to Univariate Statistical Analysis for LC/MS-Based Untargeted Metabolomics-Derived Data. *Metabolites* **2**, 775-795 (2012).
4. Fahy E, Sud M, Cotter D, Subramaniam S. LIPID MAPS online tools for lipid research. *Nucleic acids research* **35**, W606-612 (2007).
5. Kind T, Liu KH, Lee do Y, DeFelice B, Meissen JK, Fiehn O. LipidBlast in silico tandem mass spectrometry database for lipid identification. *Nature methods* **10**, 755-758 (2013).

How the deposited data were processed for this re-analysis (not part of the article)

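RNA was measured in MCF7 and MDA231 breast cancer cells grown as tumours from 1000000 injected cells in mice and taken on day 35 or 39. The cells were sorted as GFP+/tRFP− (control) or GFP+/tRFP+ (FoxA-depleted and FoxA-rescued), and the tRFP gate used for cells with the rescue construct but without Dox is not stated in the labels or in the paper's text. From each sample 25 ng of RNA was amplified and hybridized to an Affymetrix U-219 array. The authors deposited log2 expression values for 49386 probe sets on 8 arrays, made by background correction, quantile normalization and RMA summarization with Bioconductor's affy package. The values ran from 1.76 to 13.27 with array medians of 5.60 to 5.64. Every column of values was matched to a sample, and 0 columns were left without one. Across probe sets, arrays of the same line correlated at r = 0.977 to 0.996 and arrays of different lines at 0.852 to 0.866. The number of arrays, 1 per population and line, limits the precision. The paper's text does not say how many tumours gave the RNA of an array.

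Gene names came from the platform's annotation. Of the probe sets, 45259 had 1 gene symbol, 1327 had several and 2800 had none there. Only those with 1 symbol were used, and 45178 of them carried an Entrez ID found in the human gene table; no symbol needed an update. They stood for 18239 genes, of which 11823 had more than 1 probe set, and the probe set of highest mean over the 8 arrays was taken for each. A gene of a list without a probe set of its own was not analysed here. No genome build is named for the values, so no coordinates are given.

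The comparisons were depleted against control and rescued against depleted over the 6 arrays of the paper's populations, construct without Dox against control and the difference between the Dox effects with and without the construct over all 8 arrays, and MCF7 against MDA231 over all 8 arrays. Each was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 with Benjamini-Hochberg adjustment at 0.05. The populations of a line share that cell line, which pairs the samples by design, so cell line was a block in the comparisons of populations, and population was a block in the comparison of lines. Blocking left 2 residual degrees of freedom in the fit of 6 arrays, to which eBayes added 2.81. Because the lines are the only repeats, a p-value here sets the mean difference over the 2 lines against a pooled spread. That spread is how far the lines differ over all populations of the fit, moderated by eBayes. A high p-value therefore does not show that the lines differ in that response. EPAS1 differed by -0.72 and -0.75 on depletion, with a standard error of 0.51. No p-value is given within a line. The paper's 4 criteria (2.5-fold, lower on depletion and higher on rescue in both lines, or the reverse) were applied to fold changes alone, within each line. The 25 gene lists were tested with limma's camera at its preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation and with fry.

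The genes named in the text follow a rule. They are the FoxA genes and other genes chosen because the paper mentions them or their products; for each main comparison the 10 higher and 10 lower genes of largest change in the weaker of the 2 lines, since fewer passed the test; 5 and 5 for the construct; up to 4 members of each list described; and 10 line markers. Genes named by line and ranks by the weakest of 4 changes were chosen after their values were seen. Values of LIPG, BCL2 and CDH11 in the paper's Supplementary Table 2 were known when the rule was written.

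The fits were tested on simulated data of 18239 genes, with 50 genes changed at each size. For depletion, 48 of 50 genes changed 2.5-fold alike in both lines were called, and 49, 50 and 50 at 5-, 10- and 20-fold, beside 12 unchanged genes. For rescue, 41, 49, 49 and 50 were called, beside 15 unchanged genes. Noise was drawn independently for each gene at the spread that eBayes had estimated, so these counts do not give the power in the data. SPARCL1, for example, differed by 1.62 and 1.70 on depletion and was not called. On noise, 1 of 500 list tests passed, and a list of 20 genes shifted by 0.5 was found in 20 of 20 simulations. Genes were independent of each other in this noise. In the data, the estimated correlation on depletion ran from -0.05 for housekeeping to 0.93 for cell cycle genes. The simulations therefore do not give the false positive rate of the list calls. All 50 genes planted to meet the 4 criteria were found.

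The alternatives were the mean of all probe sets of a gene, any 1 of its probe sets, only the 9999 genes brighter than the median of all probe sets (5.62), centring each array on its median, a further quantile normalization, all 8 arrays in the fit, no replicate block, eBayes with a trend and robust prior, a Bayesian false discovery rate under 0.05 with a mean fold of at least 2.5, folds of at least 2 and 3, and each array left out in turn. Counting probe sets in place of genes, and leaving out each array for the gene lists, were added after seeing the data. In the fit of 6 arrays, leaving out an array of a compared population leaves 1 array in it, so the comparison rests mainly on the other line. Adjusted p values of such fits are no test of replicates and describe only how far a call depends on 1 line. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Measurements by qRT-PCR, lipidomics, reporter assays and tissue staining were not analysed here.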

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

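The tests of explanations below were chosen only after the result was seen, except the count of other splits of the arrays, which was chosen before.

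In MDA231, the rescued array stood apart from the other 3 for AXL (its gap to the nearest other array was 0.902 of the range of the 4, above Dixon's 95% critical value), the only one of 20 groups looked at, where chance gives about 1 in 20. The difference on depletion of BCL2 was -0.41 in MCF7 and 0.32 in MDA231, 0.73 apart, and was not tested. For ESR1 it was -0.41 and 0.62, 1.03 apart, and was not tested. Cell cycle genes differed in direction between the lines on depletion, with list medians 0.915 apart (-0.588 and 0.326), and on rescue, with medians 0.597 apart (-0.209 and 0.388); neither was tested. On rescue the median of cholesterol synthesis genes was 0.821 higher in MDA231 than in MCF7, and that of adipocyte markers differed by -0.459; neither difference was tested. In data outside the paper's 6 populations, 7 genes in MCF7 and 202 in MDA231 were at least 2.5-fold higher in construct-bearing cells without Dox than in control cells.

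The contrast of MCF7 with MDA231 called 9253 genes without a population block. Of the 35 splits of the 8 arrays into 4 and 4, 1 gave as many, the real one, and the highest of the others called 0. Every other split mixes the lines, which puts the line difference into its spread, so this count cannot exclude chance. Arrays of the same line correlated at 0.977 to 0.996 and arrays of different lines at 0.852 to 0.866. The 4 arrays of a line are differently treated populations of that line.

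The 85 genes at least 2.5-fold higher in FoxA1-depleted than in control MCF7 cells include collagens, VIM and CAV1. Of them, 44.7% were also 2.5-fold higher in rescued MCF7 cells than in construct-bearing cells without Dox, a pair of other arrays, against 0.44% of all genes, which argues against the variation of 1 tumour or array for those, whereas 47 genes were not repeated and for them this variation cannot be told apart. RNA of MDA231 cells in the MCF7 sample is argued against for the 42.4% of the genes that were brighter there than on every MDA231 array. For the rest it cannot be told apart. The 100 other genes of largest MDA231 excess moved by 0.0907, where the share needed would move them by 2.63. Their values cannot decide it, since genes outside the set rose by under 2.5-fold by selection. Mouse stromal cells, which the GFP+ gate was meant to remove, cannot be told apart: 3 of 17 fibroblast genes were in the set against 1 of 30 endothelial and leukocyte genes, and how far mouse RNA binds these human probes is unknown. Loss of FoxA1 and Dox itself, both present in each pair of arrays, stay open and may both contribute.

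The type I interferon list was higher in rescued than in depleted cells of both lines. A response to Dox in cells with the construct is argued against, since the list was higher in construct-bearing cells without Dox than in control cells too, by 0.626 times the median difference on rescue in MCF7 and 1.55 times in MDA231. The median difference without Dox was 0.456 in MCF7 and 1.41 in MDA231. The construct, its FoxA product and the separate derivation of the cells that carry it cannot be told apart, since they came together in each line, so any of them may be the source.

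In MDA231, 179 genes were at least 2.5-fold higher in rescued than in depleted cells, among them TFF1, TFF3, AGR2 and CD24. Of them, 40.8% were also 2.5-fold higher in construct-bearing cells without Dox than in control cells, against 1.11% of all genes, which argues against the variation of 1 tumour or array for those, whereas 106 genes were not repeated and for them this variation cannot be told apart. RNA of MCF7 cells in the MDA231 sample is argued against for the 120 of the 179 genes that were brighter there than on every MCF7 array. For the rest it cannot be told apart. The 100 other genes of largest MCF7 excess had a median difference of 0.006 (SD 0.453), where the share needed would give 3.79. Their values cannot decide it, since genes outside the set rose by under 2.5-fold by selection. A response to the FoxA1 of the construct and a separate derivation of these cells stay open, and neither was tested. A biological response is thus a hypothesis only.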

How the results depend on the processing

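Leaving out each array for the gene lists and counting probe sets in place of genes were the tests chosen only after the result was seen.

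limma called 0 genes on depletion and on rescue under the mean of all probe sets, brighter genes only, centring, quantile normalization, all 8 arrays, and a trend and robust prior, with 487 and 456 genes at an unadjusted p under 0.05 in the main setting and 0 by the Bayesian false discovery rate. With each array left out in turn, the count ran from 0 to 0 on depletion, from 0 to 7 on rescue (7 without the MCF7 rescued array) and from 0 to 1 for construct without Dox against control (1 without the MCF7 control array). The fit with no replicate block, which drops the pairing by cell line, also called 0 on depletion, 0 on rescue, 0 for the construct without Dox and 0 for the Dox by construct interaction; MCF7 against MDA231 gave 8642 genes with its block, 9253 with no replicate block, and 7298 to 8059 with an array left out. The 4 criteria gave 0 genes in each direction at folds of 2, 2.5 and 3 and under every probe set rule. The log2 difference of BCL2 ran from -0.41 to 0.32 on depletion and from -0.0011 to 0.72 on rescue with an array left out, and that of NR4A3 for construct without Dox against control from -1.71 to 0.13. Over all alternatives for the named genes, 278 values kept their direction and side of the threshold on depletion and 2 reversed (both of BCL2), 294 and 1 did on rescue (BCL2) and 127 and 2 for the construct (both of NR4A3), and between the lines 127 kept theirs and 2 newly passed (both of FOXA2). Single CDH11 probe sets reversed its difference on depletion, to -0.14 in MCF7 and -0.0097 in MDA231. At a fold of at least 2 the counts on depletion were 169 higher and 86 lower in MCF7 and 248 and 76 in MDA231, and on rescue 68 and 103 in MCF7 and 307 and 271 in MDA231. At a fold of at least 3 they were 51 and 16 in MCF7 and 61 higher in MDA231 on depletion, and 11 and 22 in MCF7 and 115 and 93 in MDA231 on rescue. With brighter genes only they were 55 and 12, and 56 and 14 on depletion, and 10 and 24, and 111 and 76 on rescue. With the mean of all probe sets, MCF7 had 49 higher on depletion and 14 higher and 20 lower on rescue. With any 1 probe set, 52 were lower in MCF7 and 45 in MDA231 on depletion, and 35 were higher and 68 lower in MCF7 on rescue. Probe sets in place of genes gave 196 and 78, and 257 and 86 on depletion, and 61 and 114, and 476 and 300 on rescue. A wider or narrower fold and a smaller or larger set of genes change such counts by construction; the cause was not tested for the others. Of the 6 lists called on depletion by camera at its preset correlation, 0 were called with an estimated correlation and 1 by fry (fibroblast genes, adjusted p = 0.0126), and of the 5 on rescue 0 and 0. With an array left out, the adjusted p of cholesterol synthesis genes on rescue ran from 7.36e-09 to 0.861, and reversed in direction without the MDA231 depleted or rescued array. For the lists called on depletion it ran from 5.72e-09 to 8.17e-05 for fibroblast genes, 5.18e-09 to 0.269 for interferon, 3.08e-15 to 0.594 for mesenchymal, 2.15e-11 to 0.836 for cholesterol synthesis, 5.07e-05 to 0.804 for stress response and 0.0125 to 0.292 for fatty acid synthesis genes. On rescue it ran from 1.22e-31 to 4.24e-12 for interferon, 1.66e-07 to 0.808 for immediate early, 0.00315 to 0.241 for oestrogen-response and 0.0125 to 0.307 for fatty acid synthesis genes. Signal limits the dim genes: 9999 of 18239 genes had a mean above the median of all probe sets.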

Differences from the paper's values

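Counting probe sets in place of genes was the test chosen only after the result was seen; the other alternatives were set before the data were examined.

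The paper's Supplementary Table 2 gives signed fold changes, positive where the first population is higher. A fold is said to differ where the signs differ or where the log2 values are further apart than limma's standard error of that gene's difference over both lines (0.26 for LIPG, 0.23 for BCL2 and 0.29 for CDH11). This is a yardstick and not a test, since a fold within a line, with 1 array per population, has no error estimate. For LIPG in MCF7, control over depleted, the paper's value is 3.23 against 1.04 here, and depleted over rescued the paper's is -5.94 against -1.20 here. Each other LIPG probe set, the mean of all probe sets and quantile normalization also differ from the paper's values. For LIPG in MDA231 the paper's values are 5.19 and -3.93 against 2.10 and -1.79 here. With the dimmest of the 3 LIPG probe sets they are 3.87 and -3.80, of which the second no longer differs from the paper's, while under all other alternatives both differ. For BCL2 in MCF7 the paper's values are 3.06 and -3.37 against 1.33 and -1.64 here. For BCL2 in MDA231 the paper's values are 4.98 and -3.29 against -1.25 and -1.0 here. All alternatives differ from the paper's for BCL2. For CDH11 in MCF7 the paper's values are -3.71 and 2.55 against -2.68 and 1.81 here, and all alternatives differ. For CDH11 in MDA231 the values do not differ by this yardstick: the paper's are -5.18 and 3.74, against -5.04 and 3.83 here, and -4.74 and 3.72 under quantile normalization, whereas the other probe sets and their mean differ. These folds rest on dim readings in control and rescued MDA231 cells, at percentiles 25.1 and 30 of all probe sets.

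The paper's sets in Fig. 2b carry a false discovery rate below 5% besides the fold, and the counts here carry the fold of 2.5 alone. A count is said to differ where one is more than 1.5 times the other. On depletion, the paper's sets of lower transcripts number about 280 in MCF7 and about 280 in MDA231 in Fig. 2b, read by eye, against 28 and 27 here, and those of higher transcripts about 480 and about 440 against 85 and 103 here. On rescue, the paper's sets of higher transcripts number about 300 in MCF7 and about 430 in MDA231 in Fig. 2b, read by eye, against 22 and 179 here, and those of lower transcripts about 470 and about 310 against 38 and 141 here. For MDA231 on rescue, a fold of at least 2 gives 307 higher and 271 lower, which lie within 1.5 times the paper's, and probe sets in place of genes, chosen after seeing the values, give 476 and 300, which do so too. All other alternatives differ in these sets, and all alternatives differ in the other sets.

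By its 4 criteria the paper names 2 positively regulated genes and 1 negatively regulated gene, against 0 and 0 here. A fold of at least 2 or 3, the mean of all probe sets, any 1 probe set, brighter genes only, quantile normalization and, chosen after seeing the values, probe sets in place of genes all give 0 and 0. At 2.5-fold, counting probe sets drops all 3 of the genes the paper calls. The genes the paper calls had the direction of all 4 criteria by the brightest probe set for LIPG (-0.06 and -1.07 log2 on depletion, 0.27 and 0.84 on rescue) and CDH11 (1.42 and 2.33, -0.86 and -1.94), whereas BCL2 was 0.32 higher on depletion in MDA231. The paper's qRT-PCR in Fig. 2c shows LIPG lower on depletion and back on rescue in both lines, the direction it has here in MDA231, whereas in MCF7 its difference on depletion here is smaller than the standard error over both lines and 1 of its 3 probe sets has the other direction. It shows BCL2 lower still on rescue in MCF7, where it is 0.72 higher here, BCL2 higher on depletion in MDA231, as here, and CDH11 higher on depletion and lower on rescue in both lines, the directions it has here. Of these, the paper counts the changes of LIPG as robust by qRT-PCR, and not those of BCL2 or CDH11.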

Other observations

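Comparing the independent pairs of arrays with and without Dox, and choosing the genes named by line, were tests chosen only after the result was seen.

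Cells with the rescue construct but without Dox are not among the paper's 6 populations. Hypoxia genes were lower in them than in control cells: 13 of 21 measured members in both lines and 0 higher, with medians of -0.13 in MCF7 and -0.51 in MDA231 (adjusted p = 2.90e-06 from camera; adjusted p = 0.892 with an estimated correlation). They include the prolyl hydroxylase EGLN3 (-0.37 and -1.52), ANKRD37 (-0.54 and -1.14) and the angiogenic factor VEGFA (-0.39 and -0.83). Interferon genes were higher, 25 of 27 in both lines (adjusted p = 1.82e-29; adjusted p = 0.892 with an estimated correlation), 22 of them when adjusted over the list alone, with RSAD2 (0.83 and 4.74) and OAS1 (0.64 and 2.76) as examples. No single gene passed: limma called 0 with this contrast, 599 genes had an unadjusted p under 0.05 and the Bayesian false discovery rate called 0. The largest differences shared by both lines were OAS2 (1.46 and 1.92), XAF1 (1.24 and 1.41), the galectin LGALS9 (1.16 and 1.45), the coagulation inhibitor TFPI (1.42 and 0.94) and IFI44L (0.93 and 1.35) on the higher side. On the lower side were C11orf96 (-0.84 and -0.91), CFAP251 (-0.84 and -0.83), UQCC6 (-0.80 and -1.35), SNORA84 (-0.69 and -1.70) and NR4A3 (-0.87 and -0.70), the last of which was 0.13 higher over both lines without the MCF7 control array and 0.02 higher without the MDA231 construct-bearing array. No gene differed by the test in its Dox effect between cells with and without the construct (0 in limma, 234 at an unadjusted p under 0.05, 0 by the Bayesian false discovery rate). By camera, 4 lists did: cholesterol synthesis, hypoxia, fibroblast and interferon genes (adjusted p = 4.97e-05, 4.97e-05, 0.00146 and 0.0248), none with an estimated correlation (0.844 for the first 3 and 0.935). The medians of that difference in MCF7 and MDA231 had opposite signs for cholesterol synthesis (-0.27 and 1.18) and interferon genes (0.18 and -0.63). They were -0.06 and -0.65 for fibroblast genes and 0.24 and 0.27 for hypoxia genes.

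MCF7 genes with a large difference on depletion were repeated in construct-bearing MCF7 cells with against without Dox. At 2.5-fold, 38 of 85 higher and 20 of 28 lower genes were shared, where independent lists would share 0.373 and 0.131. COL1A1 was higher by 5.46 and 5.16 in the 2 pairs, EFEMP1 by 4.67 and 3.63, PRRX1 by 4.51 and 3.48, VIM by 3.95 and 3.30 and CAV1 by 3.15 and 3.18. Across genes, which are not independent replicates, the differences of the 2 pairs correlated at r = 0.510 in MCF7 and -0.027 in MDA231. In MDA231, 3 genes were shared (EGR3 and MAGEB1 higher, IQCJ lower) of 130 with a 2.5-fold difference on depletion. Differences on depletion in MCF7 and in MDA231 correlated across genes at r = 0.037, and those on rescue at -0.088. The 2 differences that share an MDA231 control array, depleted and construct-bearing without Dox, correlated at 0.567 (covariance 0.0952). Simulated unchanged populations gave 0.510 (covariance 0.0512). In MCF7 the values were 0.247 (covariance 0.0162) against a simulated 0.527 (covariance 0.0547). The simulated noise had the pooled spread of the fit over both lines, which includes how far the lines differ in response. It is therefore no measure of the noise within a line, and no conclusion is drawn from these pairs of values.

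In MDA231 cells rescued with FoxA1, TFF1 read 11.24, against 4.55 in depleted cells, and it read 10.64 in construct-bearing cells without Dox against 4.02 in control cells. ESR1 read 4.47 in rescued and 4.84 in depleted MDA231 cells. The erythroid globin HBE1 (-4.47) and MGP (-3.65) were lower. COX7B2 (-4.76) and MCAM (-4.11) were lower in construct-bearing MDA231 cells without Dox than in control cells. Genes lowest in the control cells of both lines numbered 25 at 1.5-fold and highest 4, against 0 and 3 for depleted and 13 and 26 for rescued cells.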
